# TNF Production or TNFR2 Expression Characterize Distinct States of Regulatory T Cells that Cooperate in Treg Expansion in Cancer and Chronic Inflammation

**DOI:** 10.1002/eji.70062

**Published:** 2025-09-21

**Authors:** Gloria Tucci, Ilenia Pacella, Alessandra Pinzon Grimaldos, Alessandra Rossi, Ilenia Cammarata, Marta Zagaglioni, Giovanna Peruzzi, Valentina Tirelli, Massimo Sanchez, Giuseppe Pietropaolo, Francesca Sozio, Annalisa Del Prete, Valerio Licursi, Vincenzo Barnaba, Silvia Piconese

**Keywords:** oxidative stress, TNFR2, TNF, Treg, tumor microenvironment

## Abstract

TNF is a pleiotropic cytokine with immunomodulatory functions mediated by its interaction with the receptor TNFR2, highly expressed by Tregs. However, Tregs can also produce TNF, and an autocrine TNF‐TNFR2 loop has been proposed. Here, we describe that both human and mouse Tregs produce TNF in physiological conditions, in several mouse organs, and in mouse models of chronic inflammation and cancer. However, TNF production and TNFR2 expression are differentially distributed: indeed, TNFR2^+^ and TNFR2^−^ Treg subsets are, respectively, poor and strong TNF producers. The two subsets of TNFR2^+^ and TNFR2^−^ Tregs partially maintain their different ability to produce TNF when separately stimulated ex vivo. However, when cocultured, the TNFR2^+^ cells greatly outnumber the TNFR2^−^ counterpart and induce in TNFR2^−^ cells the upregulation of Foxp3 and TNFR2, in association with the transfer of cytoplasmic material. Functionally, TNFR2^+^ Tregs display superior suppressive activity and survival in vitro, both related to an improved resistance to oxidative stress. Overall, our data indicate that Tregs exist in two states, respectively committed to TNF production or TNF sensing through TNFR2, which cooperate in promoting the suppressive function of the whole Treg pool.

## 1 Introduction

Regulatory T cells (Tregs) are a subset of CD4 T lymphocytes characterized by the expression of Foxp3. They play a crucial role in maintaining immune and tissue homeostasis. Dysregulation in Treg numbers or functions has been observed across a wide range of pathological conditions, including autoimmune diseases and cancer. Multiple cytokine receptors influence the balance between Treg expansion and contraction [1], with tumor necrosis factor (TNF) drawing particular attention for its significant role in this process.

TNF is a pleiotropic cytokine with strong proinflammatory functions. However, multiple lines of evidence suggest that it also plays immunosuppressive roles, which may seem counterintuitive [2]. A key regulatory function of TNF involves stimulating the proliferation, effector activity, and stability of both mouse and human Tregs [3, 4, 5]. Notably, Tregs predominantly express high levels of the tumor necrosis factor receptor 2 (TNFR2) [6]. TNF stimulation induces the coordinated expression of other members of the TNFR superfamily, and their signaling activates a molecular effector program in Tregs that is mediated by NF‐κB activation [7, 8]. Previously, we demonstrated that, in vitro, TNF strongly promotes the proliferation of human Tregs, which exhibit an activated phenotype and possess enhanced suppressive abilities [9]. Additionally, we provided evidence of crosstalk between autoreactive, unconventional naive‐like CD8^+^ T cells producing TNF, and TNFR2^+^ Tregs. This interaction enables the expansion of Tregs, which in turn suppress the differentiation of the CD8^+^ T cells in rheumatoid arthritis (RA) patients responding to anti‐TNF therapy [10]. This data supports prior findings that anti‐TNF treatments can lead to the expansion of TNFR^+^ Tregs in RA patients who benefit from this therapy [11].

TNF plays multiple roles in cancer, including some that are opposing, due to the complex interactions among the cells that produce and respond to this cytokine within the tumor microenvironment [12]. It remains unclear whether the protumor effects of TNF are primarily due to its immunosuppressive properties, such as promoting Treg expansion, and this question warrants further investigation [2]. Supporting this possibility, some studies have shown that, in cancer patients, the proportion of circulating Tregs positively correlates with serum TNF levels [13]. Additionally, in experimental models, blocking TNF or TNFR2 in vivo reduces tumor growth while limiting effector Tregs [13]. Previous studies demonstrated that TNFR2 co‐stimulation promotes glycolysis and lipid biosynthesis in human Tregs [14, 15]. Therefore, the TNF/TNFR axis likely plays a crucial role in sustaining Treg‐mediated immune suppression within the tumor microenvironment.

Many cell types, especially proinflammatory cells like macrophages and activated T cells, can produce TNF. This cytokine is initially synthesized as a transmembrane trimer (tmTNF), which can be cleaved by the TNF converting enzyme (TACE) to release a soluble form (sTNF). The signaling pathways of TNF are complex and involve several factors: (i) the two forms of TNF have different capacities to bind to TNFR1 and TNFR2, with tmTNF primarily binding to TNFR2, potentially leading to distinct functions; (ii) soluble forms of TNFR1 and TNFR2 can be released through proteolytic cleavage or alternative splicing, allowing them to compete for ligand binding; (iii) the interaction between tmTNF and TNFR2 can trigger both forward and reverse signaling; (iv) depending on the stimulus and context, TNF may exert autocrine or paracrine effects; (v) autocrine signaling of TNF can also occur [16, 17].

Recent studies have shown that human Tregs can produce TNF, suggesting a possible role for autocrine TNF stimulation in their expansion. Circulating Tregs constitutively express tmTNF and release sTNF when strongly stimulated in vitro [18, 19]. Notably, TNF is the only cytokine produced by human umbilical cord‐derived Tregs expanded in vitro [20]. Neutralizing TNF or blocking TNFR2 reduces Treg proliferation even in the absence of external TNF sources [18, 21].

Tregs capable of producing TNF have also been identified in pathological conditions such as acute viral hepatitis, where their presence correlates positively with the severity of liver damage. These Tregs display an epigenetic signature indicative of lineage stability [22]. Moreover, TNF‐producing Tregs have been associated with a Th17‐like phenotype in various pathological contexts, including cancer [18, 22, 23]. A significant reduction in Treg percentages has been observed in both the thymus and spleen of TNF‐knockout (KO) mice compared with wild‐type (WT) mice [24], although the key sources of TNF in this setting were not examined. It remains unclear whether autocrine or paracrine TNF loops are involved in Treg expansion during normal physiology or in conditions like tumor progression. Addressing this question could improve our understanding of TNF's complex and seemingly paradoxical roles in cancer progression and may serve as a foundation for developing more targeted immunotherapies [2, 12].

## 2 Results

### 2.1 Tregs, Especially the TNFR2‐Negative, Produce TNF in Physiological Conditions

While several studies have demonstrated TNF production by human Tregs, particularly under pathological conditions [18, 19, 22, 23], there is limited information regarding TNF expression by murine Tregs. To address this gap, we conducted a systematic analysis of total TNF expression using intracellular flow cytometry. We examined lymphocytes isolated from various lymphoid (inguinal and mesenteric lymph nodes, spleen) and nonlymphoid organs (lung, liver, bone marrow) of naive adult mice, following ex vivo stimulation with PMA and ionomycin.

Our results showed that Tregs produce TNF across all examined tissues, although at lower frequencies and with reduced intensities compared with conventional T cells (Tconvs) (Figure 1; Figure S1). Consistent with previous findings [18], we observed that human circulating Tregs from healthy adult donors also produce TNF upon ex vivo restimulation, again at levels lower than Tconvs. Notably, the FOXP3^lo^ CD45RA^‐^ non‐Treg subset [25] tended to exhibit the highest TNF expression, while resting (FOXP3^lo^ CD45RA^+^) and activated (FOXP3^hi^ CD45RA^−^) Tregs displayed comparable TNF levels (Figure S2).

**FIGURE 1:**
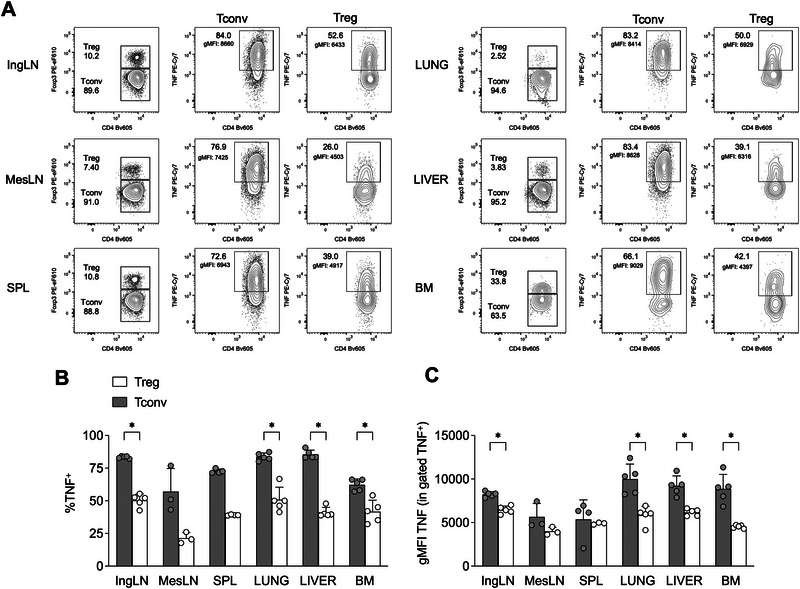
Tregs produce TNF in several organs in naïve mice. (A) Representative flow cytograms showing percentages of TNF^+^ cells, and geometric mean fluorescence intensity (gMFI) of TNF in gated TNF^+^ cells, in Treg and Tconv from the inguinal lymph node (IngLN), mesenteric lymph node (MesLN), spleen (SPL), lung, liver, and bone marrow (BM), of naïve C57BL/6 mice. (B,C) Cumulative analysis showing percentages of TNF^+^(B), and gMFI of TNF in gated TNF^+^ cells (C), in Treg and Tconv of the indicated organs. Data are from one representative of two independent experiments, each performed with 3–5 mice. Bars represent means and SD. *p < 0.05, by multiple Mann–Whitney test with Holm–Sidak correction for multiple comparisons.

Since Tregs are known to highly express TNFR2 [6], we examined TNFR2 expression in Tregs (and Tconvs as controls) either freshly isolated from the spleens of naive mice or following in vitro polyclonal stimulation. Ex vivo, approximately one‐third of Tregs expressed TNFR2, while Tconvs showed no detectable expression (Figure S3A).

Upon activation, both Tregs and Tconvs upregulated TNFR2 and produced TNF; however, Tregs exhibited significantly higher levels of TNFR2 expression (Figure S3B). When a TNF‐neutralizing antibody was added to the cultures, TNFR2 induction and proliferation remained unaffected in Tconvs but were markedly inhibited in Tregs (Figure S3C,D). These findings suggest that Treg‐derived TNF contributes to their own expansion and amplifies this effect by increasing TNFR2 expression.

Next, we investigated whether this TNF‐TNFR2 feedback loop is autocrine or paracrine. Specifically, we examined whether TNF and TNFR2 were coexpressed within the same Treg subpopulations. While Tconvs displayed high TNF production but negligible TNFR2 expression, Tregs contained two distinct subpopulations: one that expressed TNFR2 and another that produced TNF (Figure 2A).

**FIGURE 2:**
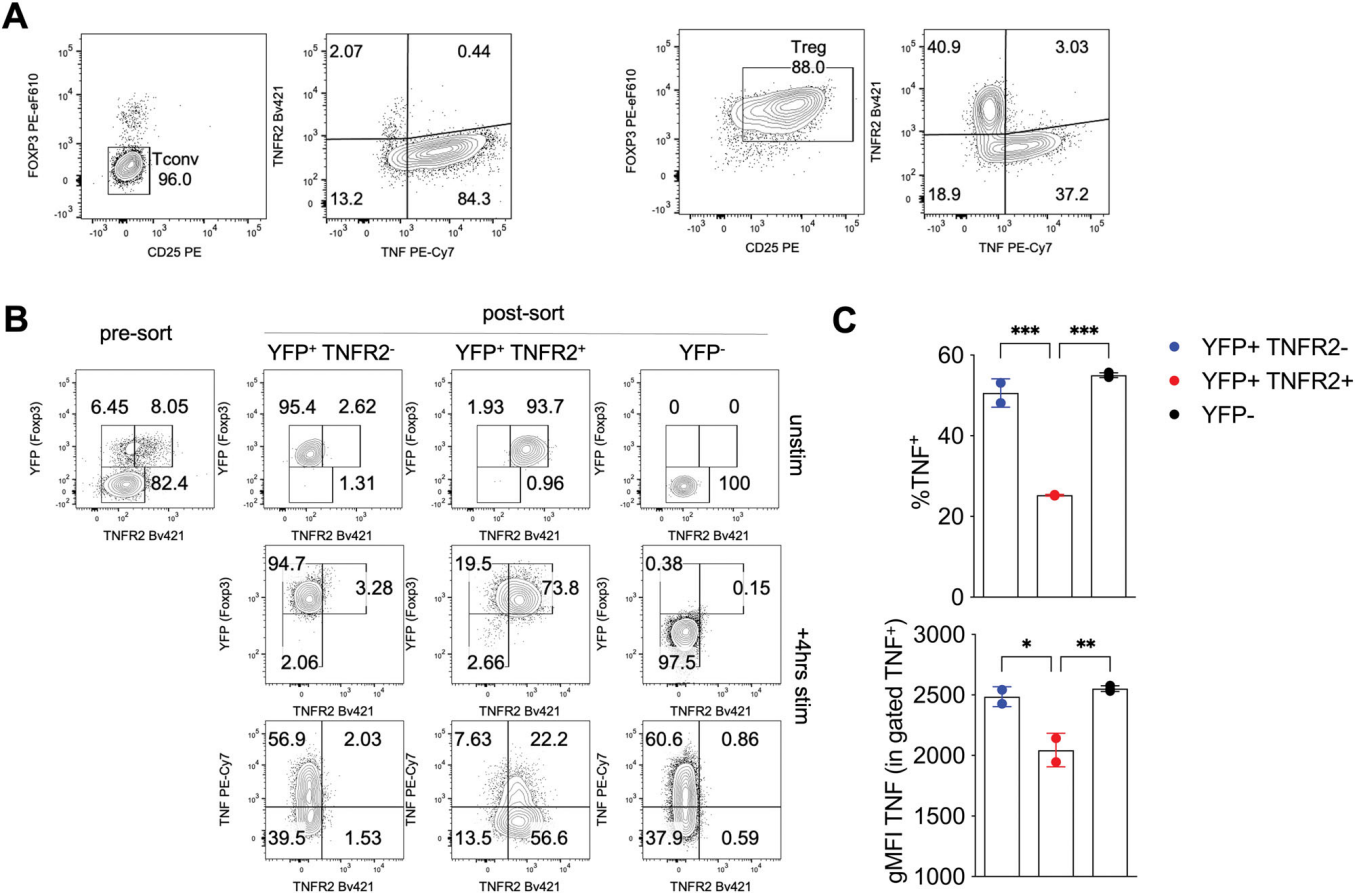
TNF and TNFR2 are differentially distributed in Tregs. (A) Tregs and Tconvs were immunomagnetically enriched as CD4^+^CD25^+^ and CD25^−^, respectively, from the spleens of C57BL/6 mice and restimulated in vitro 4 h before analysis of surface TNFR2 and intracellular TNF. (B, C) TNFR2^+^ and TNFR2^−^ Tregs and Tconvs were sorted as YFP^+^ and YFP^−^ CD4 T cells, respectively, from the spleens of *Foxp3* ^CreYFP^ mice and restimulated in vitro 4 h before analysis of surface TNFR2 and intracellular TNF. (B) Representative cytograms showing the purity of sorted cells, and TNF/TNFR2 expression in unstimulated and stimulated cells. (C) Cumulative analysis showing percentages of TNF^+^, and gMFI of TNF in gated TNF^+^ cells, in the indicated subpopulation (each tested in 2–3 replicates). Data are from one representative of two independent experiments, each performed with CD4 T cells from the pooled splenocytes of three mice. Bars represent means and SD. *p < 0.05, **p < 0.01, ***p < 0.001, by one‐way ANOVA.

We observed that the 4 h stimulation with PMA‐ionomycin, required for analyzing TNF, significantly decreased the detection of TNFR2 on the cell surface (Figure S4). A possible explanation for this observation is TNFR2 shedding from the cell surface, which is known to occur upon activation in mouse and human Tregs [26]. To explore TNF and TNFR2 expression in Tregs, we sorted TNFR2‐positive and TNFR2‐negative Tregs from *Foxp3* ^CreYFP^ reporter mice and then restimulated these cells to assess their TNF content. Even in this setting, we confirmed that TNFR2^+^ Tregs contained lower levels of TNF, both in terms of the frequency of TNF‐positive cells and the fluorescence intensity within positive cells (Figure 2B,C).

Kinetic analysis showed that TNF production began as early as 30 min after restimulation and gradually increased across all cell types, with TNFR2^+^ Tregs reaching lower overall levels of TNF (Figure S5A). Additionally, soluble TNF was detected in cell culture supernatants by ELISA, with the most pronounced differences between TNFR2^+^ and TNFR2^−^ Tregs occurring between 1 and 2 h poststimulation (Figure S5B).

Overall, these findings demonstrate that, in naive mice, Tregs not only express TNFR2 but also produce TNF. However, the expression of these two molecules appears to be differentially distributed within individual cells.

### 2.2 TNF‐Producing Tregs Expand in Cancer and in Chronic Arthritis

To assess whether pathological conditions influence TNFR2^+^ and TNF^+^ Tregs, we analyzed their frequency and phenotype within a tumor microenvironment, which is a context characterized by Treg expansion. In both MC38 (Figure 3A,B) and 18.5 (Figure S6A,B) tumor models, the frequency of Tregs was higher at the tumor site compared with the spleen, as expected. Notably, both the TNFR2^+^TNF^‐^ and TNFR2^−^TNF^+^ Treg subsets contributed to the increased Treg population within tumors (Figure 3C; Figure S6C).

**FIGURE 3:**
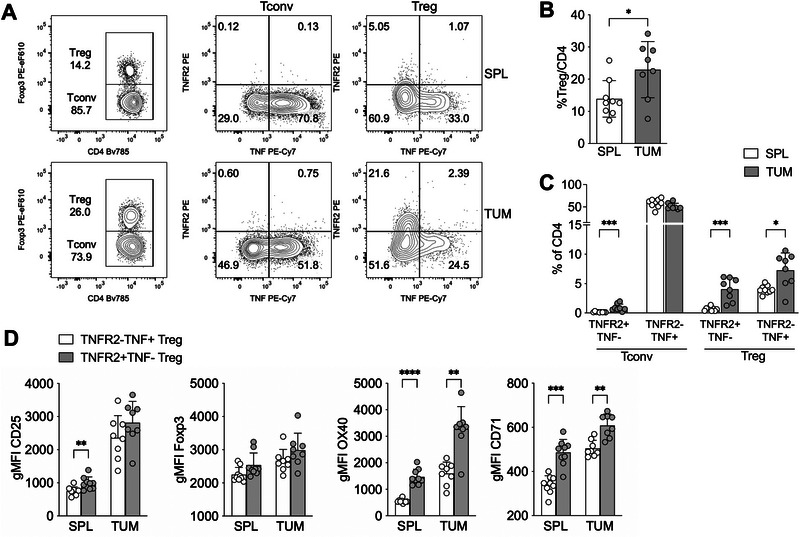
Both TNF^+^ and TNFR2^+^ Tregs are expanded in tumors. (A) Representative cytograms showing Treg and Tconv frequencies and TNF/TNFR2 expression in spleen (SPL) and tumor (TUM) samples, from mice bearing MC38 subcutaneous tumors. (B–D) Cumulative analysis showing percentages of Tregs among CD4 (B), TNFR2^+^TNF^−^ and TNFR2^−^TNF^+^ Treg and Tconv among CD4 T cells (C), and the gMFI of the indicated markers (D), in SPL and TUM samples of MC38 tumor‐bearing mice (*n *= 9). Bars represent means and SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, by multiple Mann–Whitney test with Holm–Sidak correction for multiple comparisons.

In both MC38 (Figure S7) and 18.5 (not shown) models, tumor‐infiltrating Tregs and Tconvs displayed bright intracellular expression of total TNF and TNFR2, respectively. However, TNFR1 and transmembrane (tm) TNF were weakly detected in both Tconvs and Tregs. Phenotypically, TNFR2^+^TNF^−^ Tregs expressed higher levels of CD25 in the spleen, and of OX40 and CD71 in both spleen and tumor, compared with TNFR2^−^TNF^+^ Tregs. Only a trend toward higher Foxp3 expression was observed in TNFR2^+^TNF^−^ Tregs (Figure 3D).

TNF is widely recognized for its role in the pathogenesis of arthritis in both patients and mouse models, and TNF‐blocking therapies remain among the first‐line treatments for rheumatoid arthritis [27]. However, TNF also has several immunoregulatory functions [28]. To investigate whether Tregs are a source of TNF during the progression of arthritis, we analyzed their activation status and TNF production in the draining lymph nodes of mice with either acute (2 weeks post‐second immunization) or chronic (10 weeks post‐immunization) collagen‐induced arthritis (CIA) (Figure 4A).

**FIGURE 4:**
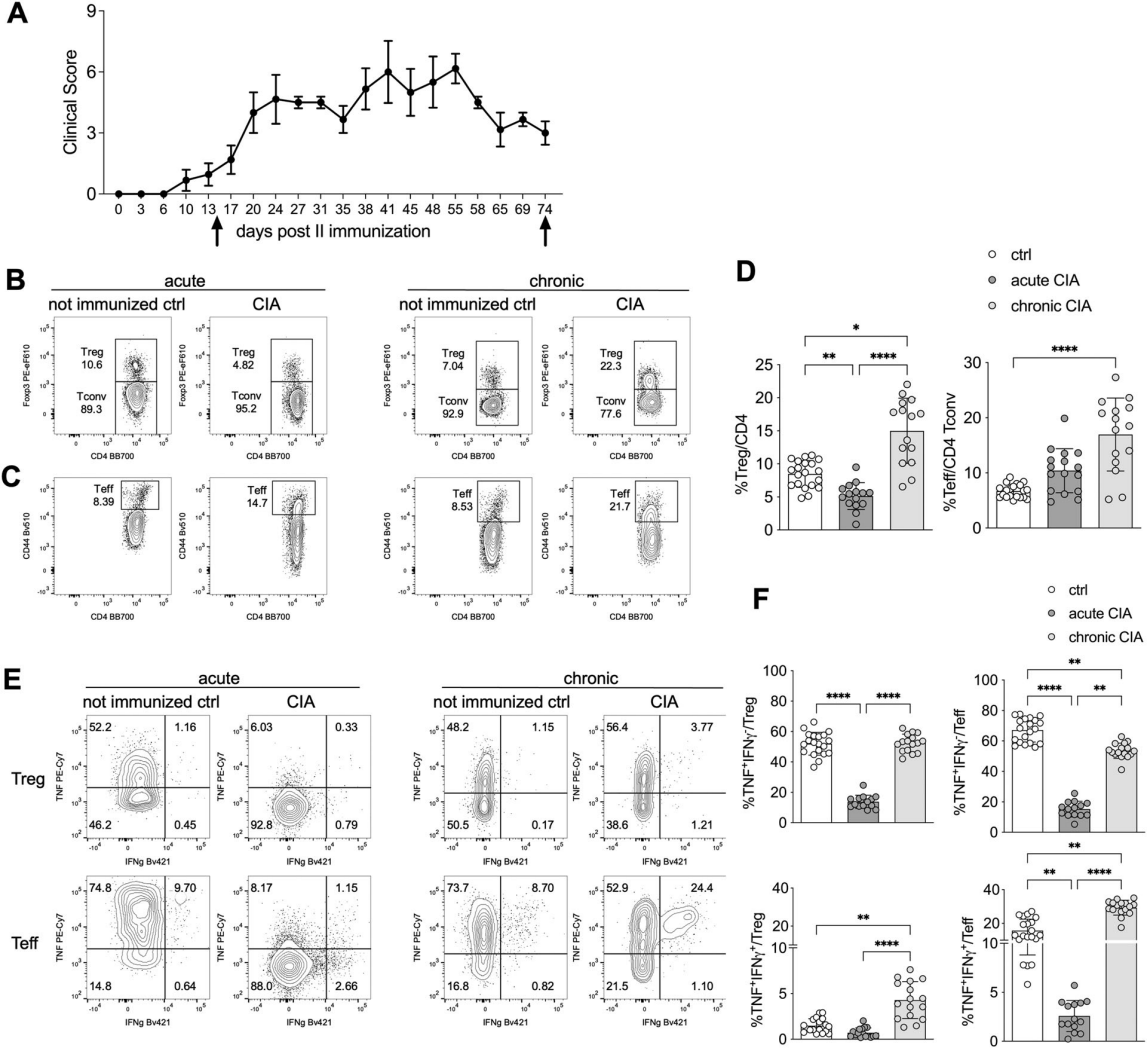
Treg recovery is associated with TNF production in chronic CIA. (A) C57BL/6 females (*n *= 16) were immunized with chicken collagen type II as described in the Methods section. Mice were sacrificed after 2 weeks (acute CIA, *n* = 8) or 10 weeks (chronic CIA, *n* = 8), after the second immunization, and two draining lymph nodes per mouse were collected. Arrows indicate the two time points of analysis. As control, inguinal lymph nodes were harvested from nonimmunized sex‐ and age‐matched mice at the two time points (ctrl, *n* = 10). (B, C) Representative plots showing Treg and Tconv frequencies in gated CD4 T cells (B), and the percentage of CD44 Teff in gated Tconv (C). (D) Analysis of Treg and Teff percentages in lymph nodes of mice with acute or chronic CIA, compared with naïve controls (ctrl). (E) Representative plots of intracellular TNF and IFNγ in Treg and Teff (identified as CD44^+^ Tconv) in the indicated samples. (F) Analysis of the percentages of TNF^+^ IFNγ^+^/^− ^cells in gated Treg or Teff. In all plots, bars represent means and SD. Each dot is a single lymph node. Statistically significant outliers were identified with the Rout method and removed from the analysis. **p < 0.01, ****p < 0.0001, by Kruskal–Wallis test with Dunn's multiple comparison.

During the acute phase, Treg frequencies decreased, but they increased again during the chronic phase, coinciding with a progressive accumulation of CD44^hi^ effector T cells (Teffs) (Figure 4B–D). When measuring cytokine production after ex vivo restimulation—specifically TNF in combination with IFNγ—both Teffs and Tregs showed a high proportion of cells producing only TNF, which significantly declined in the acute phase and recovered in the chronic phase. Conversely, cells producing both TNF and IFNγ were predominantly found among Teffs and only modestly increased among Tregs during the chronic phase (Figure 4E,F). These data suggest that during the chronic phase of arthritis, when inflammation is thought to be resolving, Tregs expand and produce high levels of TNF.

### 2.3 TNF Expression is Both Transcriptionally and Posttranscriptionally Regulated in TNFR2^+^ Tregs

The observation that TNFR2^+^ Tregs produce relatively little TNF prompted us to explore the mechanisms underlying this regulation. Since TNF expression can be controlled at both transcriptional and posttranscriptional levels [29, 30], we examined the combined mRNA and protein levels of TNF in sorted TNFR2^+^ and TNFR2^−^ Tregs using a flow cytometry‐based hybridization assay.

In TNFR2^−^ Tregs, similar to Tconvs, most cells positive for TNF mRNA also expressed TNF protein. In contrast, a higher proportion of TNFR2^+^ Tregs expressed TNF mRNA but not TNF protein, suggesting a partial blockade in TNF translation (Figure S8A). Further, real‐time qPCR analysis performed 1.5 h post stimulation showed that TNF mRNA levels in sorted TNFR2^+^ Tregs were significantly reduced (Figure S8B). Meanwhile, TNF protein released into the supernatant was completely absent (Figure S8C), indicating that both transcriptional and posttranscriptional mechanisms contribute to TNF regulation in TNFR2^+^ Tregs.

Since miR146a is known to play key roles in Treg function [31] and to modulate TNF expression in other cell types [32], we investigated whether this microRNA might regulate TNF production in TNFR2^+^ Tregs. A flow cytometry‐based hybridization assay revealed that miR146a was more abundant in TNFR2^+^ Tregs (Figure S9A,B). Interestingly, we identified among TNFR2^+^ Tregs a population of miR146a^high^ TNF^‐^ cells (Figure S9C).

Using real‐time qPCR, we confirmed that miR146a was substantially more expressed in TNFR2^+^ Tregs compared with TNFR2^−^ Tregs, while miR146b was not detected in any subpopulation (Figure S9D). When miR146a was silenced with an antagomir targeting its 5' arm (Figure S9E), there was no significant change in the percentage of TNF^+^ cells; however, the intensity of TNF staining within TNF^+^ cells was slightly but significantly increased in silenced TNFR2^+^ Tregs (Figure S9F,G). Conversely, an antagomir targeting the 3' arm of miR146a failed to silence the microRNA (and actually increased its expression) and did not affect TNF production (Figure S10).

Altogether, these data suggest that miR146a‐5P may modestly contribute to the posttranscriptional regulation of TNF in TNFR2^+^ Tregs.

### 2.4 TNFR2^+^ Tregs Dominate Over TNFR2^−^ Tregs and Display Stronger Survival and Suppression

While TNFR2^+^ and TNFR2^−^ Tregs are not necessarily distinct lineages, they likely represent two functional states that can still exhibit differences in (i) functional stability, (ii) interaction via TNF‐TNFR2, (iii) phenotypic profile, (iv) suppressive capacities, and (v) gene expression signature.

First, we assessed whether sorted TNFR2^+^ and TNFR2^−^ Tregs maintained their key features after polyclonal stimulation in vitro for 4 days. Both subsets proliferated effectively, upregulated TNFR2, and produced TNF. Nonetheless, they preserved significant differences in expression levels of TNFR2 (Figure 5A,B) and TNF (Figure 5C,D).

**FIGURE 5:**
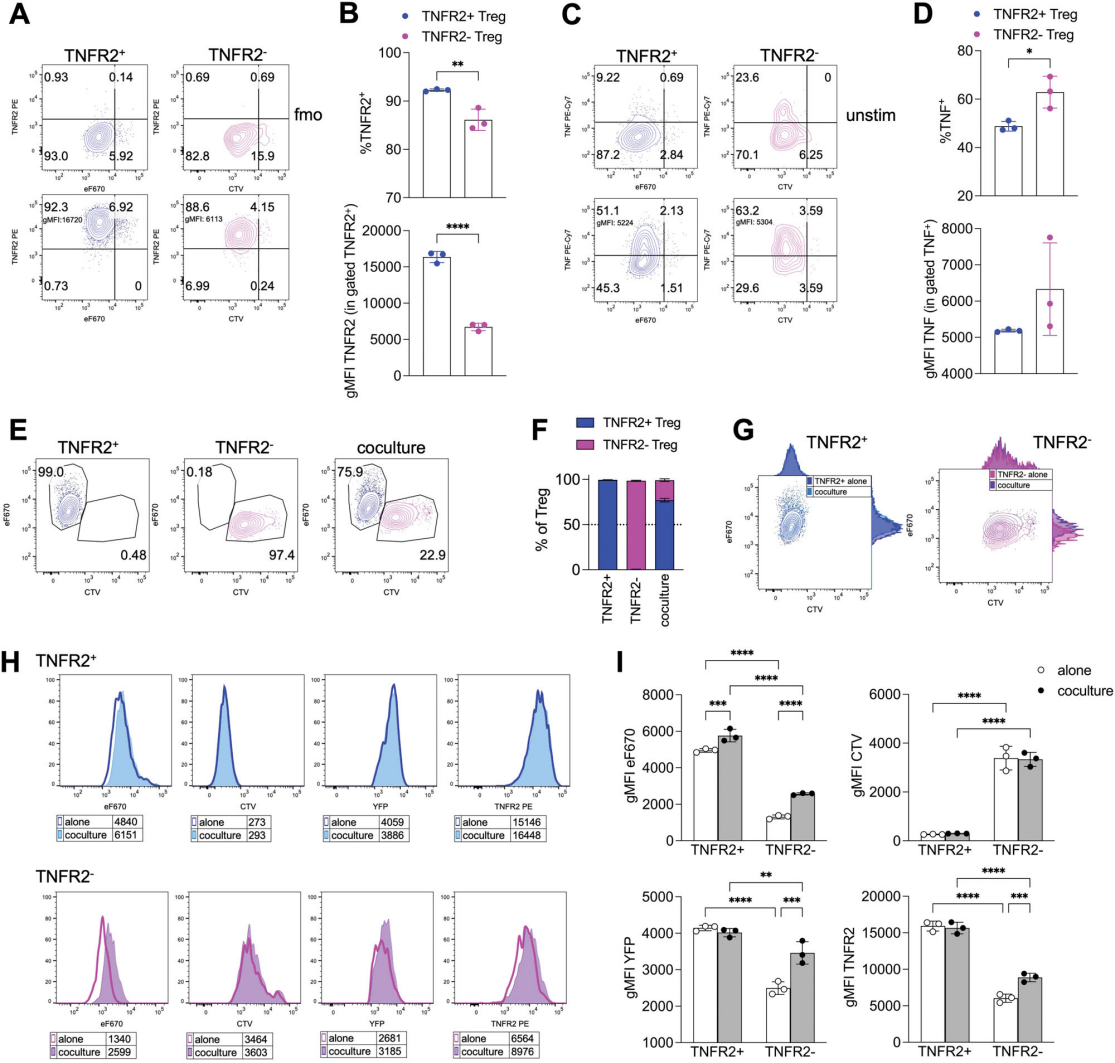
TNFR2^+^ and TNFR2^−^ Treg maintain their diversity, while TNFR2^−^ are more activated when cocultured with TNFR2^+^. (A–D) TNFR2^+^ and TNFR2^−^ Tregs were sorted from the spleens of *Foxp3* ^CreYFP^ mice, respectively labeled with eF670 (blue) or CTV (purple) proliferation dyes, cultured 3–4 days with coated aCD3/aCD28 in the presence of IL‐2, and then analyzed by flow cytometry (after restimulation in vitro for 4 h for the analysis of intracellular TNF). (A) TNFR2 expression against each proliferation dye in each cell type. (B) Percentages of TNFR2^+^ cells, and geometric mean fluorescence intensity (gMFI) of TNFR2 in gated TNFR2^+^ cells, in the indicated cell types. (C) TNF expression against each proliferation dye in each cell type. (D) Percentages of TNF+ cells, and geometric mean fluorescence intensity (gMFI) of TNF in gated TNF^+^ cells, in the indicated cell types. *p < 0.05, **p < 0.01, ****p < 0.0001, by Student's *t*‐test. (E–I) TNFR2^+^ and TNFR2^−^ Tregs were seeded alone or cocultured at 1:1 ratio. (E, F) Representative cytograms and percentages of each cell type in the indicated conditions. (G) Contour plot overlays with adjunct histograms showing the fluorescence of the two proliferation dyes in TNFR2^+^ and TNFR2^−^ Tregs, either alone or cocultured. (H, I) Representative histogram overlays and analysis of the gMFI of the indicated dyes and markers in TNFR2^+^ and TNFR2^−^ Tregs, either alone or cocultured. **p < 0.01, ***p < 0.001, ****p < 0.0001, by two‐way ANOVA. Data are from one experiment representative of three. Each condition was tested in triplicate.

Second, to explore their interactions, we fluorescently labeled and co‐cultured TNFR2^+^ and TNFR2^−^ Tregs at a 1:1 ratio. Remarkably, by the end of culture, TNFR2^+^ Tregs greatly outnumbered the TNFR2^−^ subset (Figure 5E,F). To determine if this advantage was due to higher proliferation, we analyzed the dilution of the respective dyes eF670 and CTV. We observed that, when co‐cultured, TNFR2^−^ Tregs acquired some fluorescence from the eF670 dye derived from TNFR2^+^ cells, while the reverse did not occur (Figure 5G). Moreover, TNFR2^+^ Tregs proliferated slightly less when co‐cultured compared with alone, suggesting their dominance was not solely due to proliferative advantage. Conversely, TNFR2^−^ Tregs showed no difference in proliferation when cultured alone or with TNFR2^+^ cells but gained eF670 fluorescence and increased expression of Foxp3‐YFP and TNFR2 upon co‐culture (Figure 5H,I). These findings indicate that, when cultured with TNFR2^+^, TNFR2^−^ Tregs acquired a TNFR2^+^ and Foxp3^high^ phenotype.

Third, we analyzed the expression of markers associated with Treg stability and function, such as CD25, Foxp3, CD39, CTLA4, Helios, and Nrp1 (CD304). We found that these molecules were all significantly more expressed in TNFR2^+^ Tregs than in TNFR2^−^ Tregs (Figure 6A,B). Additionally, TNFR2^+^ Tregs produced lower amounts of IL‐17 and IL‐10, with no significant difference in IFNγ levels (Figure S11).

**FIGURE 6:**
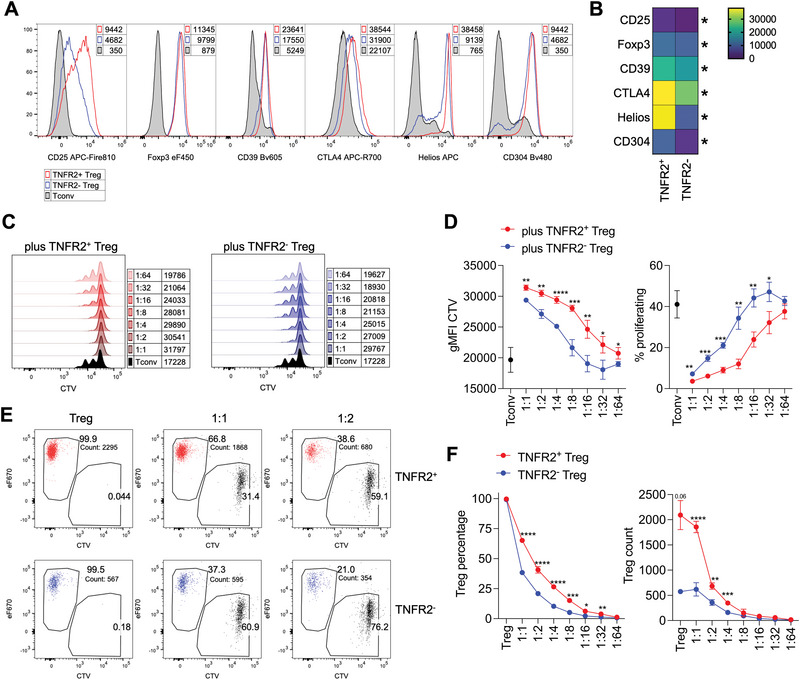
*TNFR2^+^* Tregs display superior suppressive function and survival in vitro. (A, B) TNFR2^+^ and TNFR2^−^ Tregs were sorted from the spleens of *Foxp3* ^eGFP‐Cre‐ERT2^ mice, and their phenotype was freshly analyzed through flow cytometry. The plots display histogram overlays (A) and a heatmap of the z‐score (B), calculated from means and SD of gMFI of each marker in Tconvs, TNFR2^+^, and TNFR2^−^ Tregs (*n* = 4). Data are from one experiment representative of two. *p < 0.05, by Mann–Whitney test. (C–F) Tconv were sorted as YFP^−^ cells, labeled with the CTV proliferation dye, and cultured in vitro either alone or at scaled ratios with eF670‐labeled TNFR2^+^ or TNFR2^−^ Tregs. (C) Histogram overlays showing CTV dilution and respective gMFI in gated Tconv cultured alone (black) or cocultured with TNFR2^+^ (red) or TNFR2^−^ (blue) Tregs in the indicated conditions. (D) Analysis of the gMFI of CTV and of the percentage of proliferating cells in gated Tconv in the indicated conditions. (E, F) Representative cytograms and cumulative analysis showing the percentages and the counts of Treg in each coculture condition. Data are from one representative of two independent experiments. Each condition was tested in 2–6 replicates. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, by unpaired *t*‐test with Holm–Sidak correction for multiple comparisons.

Fourth, we tested whether TNFR2^+^ and TNFR2^−^ Tregs differed in suppressive ability. Both subsets were labeled with eF670 and cultured at various ratios with CTV‐labeled responder T cells. Results showed that TNFR2^+^ Tregs were more suppressive than TNFR2^−^ Tregs (Figure 6C,D). A quantitative advantage of TNFR2^+^ Tregs may account for their increased suppressive capacity. Indeed, we observed that the percentages and absolute counts of TNFR2^+^ Tregs were higher than TNFR2^−^, at multiple ratios of co‐culture with T responders (Figure 6E,F). Such higher recovery was not explained by increased proliferation. Indeed, analysis of eF670 dye dilution indicated that TNFR2^+^ Tregs proliferated slightly less than TNFR2^−^ Tregs (Figure S12).

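RNA was sequenced from TNFR2+ and TNFR2- Tregs sorted from spleens of *Foxp3* CreYFP mice, in which a yellow fluorescent protein marks the cells that express Foxp3. Each population was represented by 4 libraries (replicates 1 to 4). The authors prepared stranded libraries from total RNA, estimated transcript abundance against the Ensembl GRCm38 transcriptome, and deposited normalized gene counts for 20172 genes. These normalized counts summed to between 9576920 and 11492762 per library, with a median of 10093136 in TNFR2+ Tregs and 10939105 in TNFR2- Tregs. In 2806 long genes with a single annotated transcript, between 68.8% and 96.2% of the low values of a library lay near whole multiples of a single step, against 20% by chance. Dividing each sum by that step gave an estimated depth of 9615000 to 12130000 reads in TNFR2+ Tregs and 9084000 to 10990000 reads in TNFR2- Tregs. Reads were not recovered for genes with several transcripts, so the comparison used log2(normalized count + 1) and not a model of read counts. Groups were compared with limma over the 13990 genes with a mean normalized count of at least 10 across the 8 libraries, and p values were adjusted by the Benjamini-Hochberg method. The first principal component of these log2 values held 29.4% of the variance and separated the populations, with TNFR2+ Tregs between 27.61 and 71.12 and TNFR2- Tregs between −76.01 and −26.71. The second component held 16.7% and set TNFR2- Treg replicate 3, at 91.32, apart from the other libraries, which lay between −39.08 and 17.96.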

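*Tnfrsf1b*, which encodes TNFR2 and lies on chromosome 4 of GRCm38 from 145213463 to 145246870, had 2501 ± 544 normalized counts (SD, n = 4) in TNFR2+ Tregs and 1321 ± 168 (SD, n = 4) in TNFR2- Tregs. Its log2 fold change was 0.90 (standard error 0.16, adjusted p = 0.00449 from limma), and every TNFR2+ library lay above every TNFR2- library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With each library left out in turn, this log2 fold change stayed between 0.78 and 1.04. The alternative that moved its p value most was moderation of the variances without an intensity trend, under which the adjusted p was 0.0574, in a range of 0.00209 to 0.0574 over the alternatives that kept all libraries.
*Tnfrsf4* (OX40, chromosome 4 from 156013843 to 156016612) had 2132 ± 236 normalized counts in TNFR2+ Tregs and 841 ± 317 in TNFR2- Tregs, a log2 fold change of 1.42 (standard error 0.23, adjusted p = 0.00253). For *Tnfrsf8* (CD30, chromosome 4 from 145267137 to 145315164) the means were 324 ± 60.3 and 65.8 ± 33.9, and the log2 fold change was 2.39 (standard error 0.34, adjusted p = 0.00112). *Tnfrsf9* (4‐1BB, chromosome 4 from 150914562 to 150946102) had 1411 ± 323 and 240 ± 114 normalized counts, a log2 fold change of 2.66 (standard error 0.31, adjusted p = 4.70e-04). *Birc5*, which lies on chromosome 11 from 117849251 to 117855743, had 287 ± 23.5 and 50.3 ± 23.9 normalized counts and a log2 fold change of 2.59 (standard error 0.32, adjusted p = 5.06e-04). In each of these 4 genes the groups did not overlap, and the adjusted p stayed under 0.05 in all 8 fits that each left out a library. The log2 fold changes in those fits ranged from 1.16 to 1.63 for *Tnfrsf4*, from 2.17 to 2.69 for *Tnfrsf8*, from 2.36 to 2.87 for *Tnfrsf9* and from 2.42 to 2.87 for *Birc5*.
Of the 17 genes of the TNF receptor superfamily that were tested, 5 were higher in TNFR2+ Tregs and 0 were lower, both over all genes tested and adjusted over the list alone (5 and 3 at an unadjusted p under 0.05). *Tnfrsf18* (GITR) was the fifth, with a log2 fold change of 0.88 (adjusted p = 0.00234). The other 12 did not pass the threshold and had log2 fold changes between −0.71 and 0.42, among them *Tnfrsf1a* at −0.68 (adjusted p = 0.162). The median over the family was −0.13, with 8 genes higher and 9 lower. Its mean went the other way, since the 5 genes past the threshold changed more than the rest. The mean log2 value per library was 8.35 ± 0.05 in TNFR2+ Tregs and 8.04 ± 0.16 in TNFR2- Tregs (SD, n = 4; exact two-sided permutation test, p = 0.0286). Limma's camera test, which weighs the mean, placed the family toward higher expression in TNFR2+ Tregs without passing the threshold (adjusted p = 0.124). Over the alternatives that kept all libraries this median lay between −0.23 and 0.03, and it was above 0 only for genes with a mean of at least 50. Preranked enrichment placed it toward the genes higher in TNFR2+ Tregs (normalized enrichment score 1.6, adjusted p = 0.0331). It passed the threshold under limma's fry test (adjusted p = 0.0247) but not under camera with an estimated correlation (adjusted p = 0.279). Among the 13 tested genes of the TNF superfamily ligands the median log2 fold change was 0.87 (adjusted p = 0.00112 from camera), with 9 genes higher, 4 of them past the threshold (6 when adjusted over the list alone), and 0 lower past it or at an unadjusted p under 0.05. With a minimum mean of 50, this median fell to 0.32 over 8 genes (adjusted p = 0.0397 from camera). The difference in mean log2 value per library then fell from 0.94 to 0.38.

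**Figure D1:**
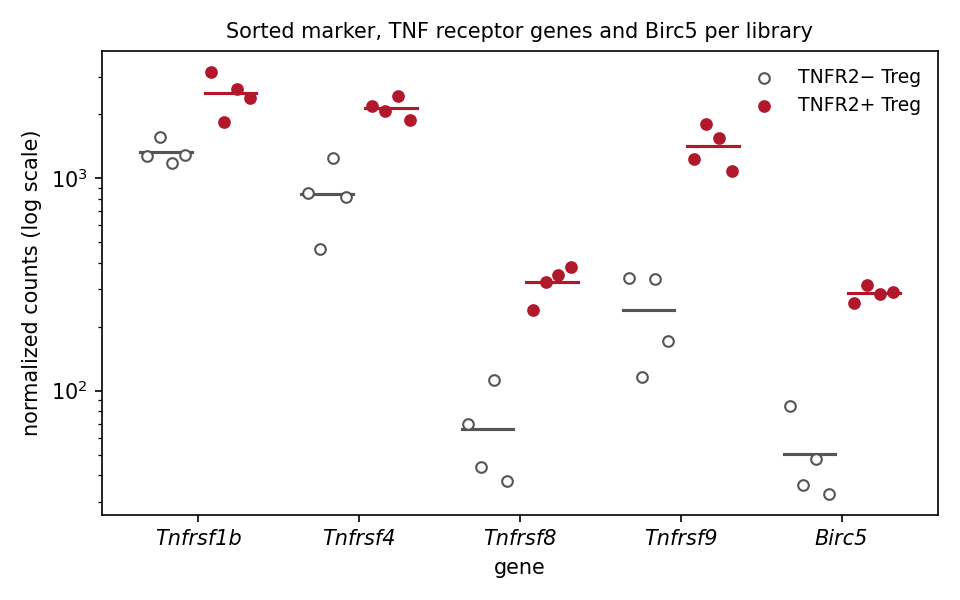
Normalized counts of *Tnfrsf1b*, *Tnfrsf4*, *Tnfrsf8*, *Tnfrsf9* and *Birc5* in each library on a log axis, with TNFR2- Tregs as open grey points, TNFR2+ Tregs as red points and group means as lines. For *Tnfrsf9*, TNFR2+ libraries lie between 1073 and 1797 and TNFR2- libraries between 115.7 and 339.3.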

Fifth, bulk RNA sequencing of sorted populations revealed that TNFR2^+^ Tregs overexpressed TNF receptor superfamily members such as OX40 (*Tnfrsf4*), CD30 (*Tnfrsf8*), and 4‐1BB (*Tnfrsf9*), as well as *Birc5*, which encodes for survivin—a protein involved in T cell expansion and differentiation downstream of OX40 signaling [33, 34] (Figure 7A).

**FIGURE 7:**
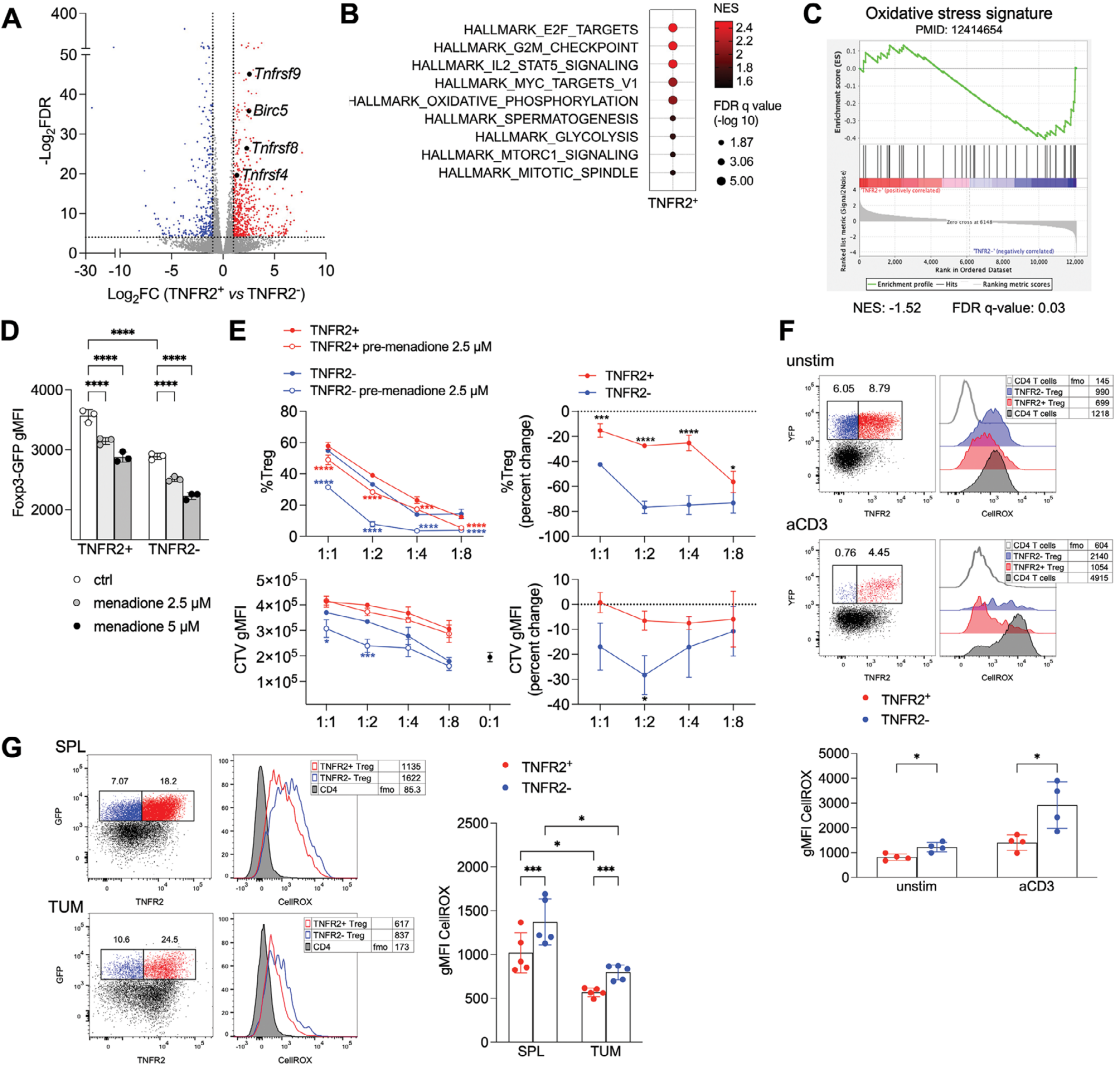
The molecular program of TNFR2^+^ Tregs supports survival and resistance to oxidative stress. (A) Volcano plot showing the fold change in gene expression by RNAseq of TNFR2^+^ versus TNFR2^−^ Treg sorted from spleens of *Foxp3* ^CreYFP^ mice (*n* = 4). Genes with FDR <0.05 and with fold change >2 (red) or <−2 (blue) are highlighted. (B) Statistically significant (FDR <0.05) results from the gene set enrichment analysis of the transcriptome of TNFR2^+^ versus TNFR2^−^ Treg in the hallmarks gene sets. (C) Gene set enrichment analysis of the transcriptome of TNFR2^+^ versus TNFR2^−^ Treg. A gene set of oxidative stress was obtained from a published signature [44]. Normalized enrichment scores (NES) and FDR q values are shown under the plot. (D) Expression of Foxp3 was estimated as the gMFI of GFP in TNFR2^+^ versus TNFR2^−^ Treg sorted from spleens of *Foxp3* ^eGFP‐Cre‐ERT2^ mice and treated for 1 h with the indicated concentrations of menadione. ****p < 0.0001, by two‐way ANOVA. (E) Suppression assay was performed with GFP^+^ TNFR2^+^ versus TNFR2^−^ Treg, either untreated or pretreated for 1 h with menadione, against CTV‐labeled Tconv. Treg percentage (as a measure of survival) and gMFI of CTV (as a measure of suppression) are shown at different Treg:Tconv ratios. Right plots represent the percentage of change between untreated and menadione‐treated cells. Each condition was tested in triplicate. Data are from one experiment representative of two. *p < 0.05, ***p < 0.001, ****p < 0.0001, by two‐way ANOVA. (F) Representative cytograms and cumulative analysis of CellROX staining in gated TNFR2^+^ or TNFR2^−^ Treg from spleens of *Foxp3* ^CreYFP^ mice, either unstimulated or stimulated with aCD3 for 18 h. Numbers indicate the geometric mean fluorescence intensity (gMFI). The fmo of CellROX as a negative control is shown. Each condition was tested in quadruplicate. Bars represent means and SD. *p < 0.05, by unpaired *t*‐test with Holm–Sidak correction for multiple comparisons. (G) Representative cytograms and cumulative analysis of CellROX staining in gated TNFR2^+^ or TNFR2^−^ Treg in unstimulated lymphocytes from spleens or tumors of *Foxp3* ^eGFP‐Cre‐ERT2^ mice (*n* = 5), previously injected with MC38 tumor cells. Numbers indicate the geometric mean fluorescence intensity (gMFI). The fmo of CellROX as a negative control is shown. Data are from one experiment representative of two. Bars represent means and SD. *p < 0.05, ***p < 0.001, by two‐way ANOVA with Geisser–Greenhouse correction and Sidak multiple comparisons test.

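Among the 13990 genes tested, 1107 had an adjusted p under 0.05, 633 of them higher and 474 lower in TNFR2+ Tregs. With the added condition of a fold change over 2, 423 genes were higher and 186 were lower. At an unadjusted p under 0.05 there were 3211 genes. The groups did not overlap in 2150 genes, or 15.4% of those tested, against 2.86% by chance. Moderating the variances without an intensity trend moved the number of genes most, to 465, of which 425 were among the 1107.
The genes with the largest rises, among those with a mean of at least 50 and no overlap between the groups, were *Hist2h3c2*, *Kntc1*, *Gm3752*, *Gm3373* and *Mcm10*. *Hist2h3c2* (chromosome 3 from 96238108 to 96239127) had 643 ± 220 normalized counts (SD, n = 4) in TNFR2+ Tregs and 32.1 ± 51.8 (SD, n = 4) in TNFR2- Tregs, where 2 libraries were at 0, and a log2 fold change of 6.46 (adjusted p = 0.00508). *Kntc1* (chromosome 5 from 123749716 to 123821593) had 183 ± 124 and 7.81 ± 12.2, a log2 fold change of 5.18 (adjusted p = 0.00304). In *Gm3752* (chromosome 14 from 7466362 to 7483762) the means were 116 ± 34.4 and 5.94 ± 9.42, with a log2 fold change of 5.15 (adjusted p = 0.00395). *Gm3373* (chromosome 14 from 5718336 to 5741577) had 126 ± 50.4 and 14.5 ± 25.2, a log2 fold change of 4.78 (adjusted p = 0.0149), which did not pass without TNFR2+ Treg replicate 3 (4.54, adjusted p = 0.0559). *Mcm10* (chromosome 2 from 4989714 to 5012791) had 160.0 ± 49.5 and 8.24 ± 11.1, a log2 fold change of 4.71 (adjusted p = 0.00120). Without the intensity trend, *Hist2h3c2* (adjusted p = 0.0617) and *Gm3373* (adjusted p = 0.0799) did not pass the threshold. Changing the pseudocount from 1 moved these values, with a lowest log2 fold change of 5.24 for *Hist2h3c2* over the alternatives that kept all libraries. *Gm3752*, *Gm3373* and *Hist2h3c2* have 43, 61 and 2 near-identical copies in the annotation, so the reads assigned to any single copy are uncertain. Summed over *Hist2h3c2* and its near-identical copies in the table, normalized counts were 710.3 ± 250.4 in TNFR2+ Tregs and 126 ± 59.2 in TNFR2- Tregs, a ratio of 5.66, smaller than the change of *Hist2h3c2* alone.
The genes with the largest falls, among those with a mean of at least 50 and no overlap between the groups, were *Gm10052*, *Igfbp4*, *Vipr1*, *Oas2* and *Gpr146*. *Gm10052* (chromosome 9 from 123689233 to 123690192), a processed pseudogene with 8 near-identical copies, was listed at 0 in all 4 TNFR2+ libraries and at 533, 287, 131 and 303 normalized counts in TNFR2- Treg replicates 1 to 4. *Igfbp4* (chromosome 11 from 99041244 to 99054392) had 140.1 ± 23.3 normalized counts in TNFR2+ Tregs and 1857 ± 393 in TNFR2- Tregs, a log2 fold change of −3.71 (adjusted p = 8.94e-07). *Vipr1* (chromosome 9 from 121642716 to 121672954) had 17.9 ± 10.6 and 236 ± 196, a log2 fold change of −3.48 (adjusted p = 0.00169). The means of *Oas2* (chromosome 5 from 120730333 to 120749853) were 9.28 ± 4.75 and 95.9 ± 59.1, and its log2 fold change was −3.13 (adjusted p = 0.00484). *Gpr146* (chromosome 5 from 139377697 to 139396415) had 33.0 ± 18.9 and 218 ± 60.0, a log2 fold change of −3.01 (adjusted p = 0.00695, and 0.0556 without the intensity trend).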

The gene signature of TNFR2^+^ Tregs was significantly enriched in profiles associated with stable and highly suppressive Treg phenotypes, including perinatal expanded Tregs [35], tissue‐resident Tregs [36], tumor‐infiltrating Tregs [37], and sepsis‐related TNFR2^+^ Tregs [38] (Figure S13). 

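Lists of genes named for effector, tissue and tumor Tregs and for resting Tregs were compared in the same libraries. They were written by hand and are not the published profiles of Figure S13, which were not used here. The 46 tested genes of the effector, tissue and tumor Treg list had a median log2 fold change of 1.15 (adjusted p = 3.73e-24 from limma's camera test with a preset correlation). Of these, 44 were higher in TNFR2+ Tregs, 32 past the threshold over all genes tested and 37 when adjusted over the list alone, and 0 were lower past it (1 at an unadjusted p under 0.05). Their mean log2 value per library was 8.77 ± 0.21 in TNFR2+ Tregs and 7.39 ± 0.53 in TNFR2- Tregs (SD, n = 4; exact two-sided permutation test, p = 0.0286, the smallest p this design allows). The list passed the threshold under limma's fry test (adjusted p = 0.00304) but not under camera with an estimated correlation (adjusted p = 0.0631).
*Penk* and *Ccr8* had log2 fold changes of 3.91 (adjusted p = 7.57e-05) and 3.38 (adjusted p = 7.22e-04). *Il1rl1* (ST2) went the other way without passing the threshold, at −0.81 (adjusted p = 0.205), and between −1.08 and −0.51 with each library left out in turn.
The 23 tested genes of the resting Treg list had a median log2 fold change of −1.01 (adjusted p = 3.39e-21 from camera), with 22 lower, 18 of them past the threshold over all genes tested and 19 when adjusted over the list alone. *S1pr1* had a log2 fold change of −2.12 (adjusted p = 7.90e-05) and *Klf2* of −1.85 (adjusted p = 2.44e-04). This list passed the threshold under fry (adjusted p = 4.73e-04) and with an estimated correlation (adjusted p = 0.0313). Its mean log2 value was 9.20 ± 0.16 in TNFR2+ Tregs and 10.53 ± 0.29 in TNFR2- Tregs.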

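Cell cycle, metabolic and cytokine response genes were compared through 7 lists of genes, none of them the Hallmark sets of Figure 7B. The 43 tested S phase genes had a median log2 fold change of 0.56 (adjusted p = 6.93e-11 from camera), with 39 higher in TNFR2+ Tregs and 13 past the threshold (18 when adjusted over the list alone). The 53 tested G2/M phase genes had a median of 1.46 (adjusted p = 1.60e-18), with 51 higher, 25 of them past the threshold (35 over the list alone). *Mki67*, which encodes the proliferation marker Ki‐67, had 3834 ± 1014 normalized counts (SD, n = 4) in TNFR2+ Tregs and 577 ± 289 (SD, n = 4) in TNFR2- Tregs, a log2 fold change of 2.84 (standard error 0.32, adjusted p = 3.52e-04). *Mcm6* had a log2 fold change of 1.51 (adjusted p = 4.94e-04). Against the direction of its list, *Smc4* had a log2 fold change of −0.37 (adjusted p = 0.0437), and it passed the threshold in only 1 of the 8 fits that each left out a library.
The 40 tested IL‐2/STAT5‐responsive genes had a median log2 fold change of 0.73 (adjusted p = 1.15e-08), with 21 higher and 2 lower past the threshold (22 and 4 over the list alone). Among 34 mTORC1‐responsive genes the median was 0.25 (adjusted p = 0.0115), with 7 higher and 1 lower (8 and 1 over the list alone). With a minimum mean of 50, the median of the mTORC1 list was 0.06 over 31 genes (adjusted p = 0.0442 from camera). *Psat1* and *Scd2* rose by log2 fold changes of 1.70 (adjusted p = 0.00347) and 1.42 (adjusted p = 5.87e-04).
The 77 tested genes of oxidative phosphorylation had a median log2 fold change of 0.36 (adjusted p = 4.59e-06), with 67 higher and 0 past the threshold in either direction, both over all genes tested and over the list alone (13 higher and 1 lower at an unadjusted p under 0.05). Among 23 glycolysis genes the median was 0.16 (adjusted p = 0.0235), with 4 higher past the threshold (5 over the list alone) and 0 lower (2 at an unadjusted p under 0.05). *Pgk1*, *Pkm* and *Gapdh* had log2 fold changes of 0.82, 0.62 and 0.58, and each has near-identical copies that could share its reads. Without the intensity trend, *Pkm* (adjusted p = 0.0710) and *Gapdh* (adjusted p = 0.0836) did not pass, each at the highest p over the alternatives that kept all libraries. The 36 Myc‐responsive genes had a median of 0.14 (adjusted p = 0.0349), with 6 higher past the threshold and 0 lower (6 and 1 over the list alone, 7 and 1 at an unadjusted p under 0.05). *Ran* and *Odc1*, which also have near-identical copies, were at 0.93 and 0.90 (adjusted p for *Odc1* of 0.0512 without the intensity trend, its highest over the alternatives that kept all libraries), and *Myc* itself was at −0.41 (adjusted p = 0.290).
Under fry, the lists for S phase, G2/M phase, IL‐2/STAT5, mTORC1, oxidative phosphorylation and glycolysis passed the threshold and the Myc‐responsive list did not (adjusted p = 0.112). With an estimated correlation, S phase, G2/M phase and IL‐2/STAT5 passed, each at an adjusted p of 0.0313. The mTORC1 list (0.0898), oxidative phosphorylation (0.205), glycolysis (0.205) and the Myc‐responsive list (0.456) did not. Mean log2 values per library did not overlap between the groups for S phase, G2/M phase, IL‐2/STAT5, mTORC1 and oxidative phosphorylation (exact two-sided permutation test, p = 0.0286 for each, or 0.0352 adjusted over 16 lists). The same exact test gave p = 0.0857 for glycolysis and p = 0.114 for the Myc‐responsive list. Without TNFR2- Treg replicate 3, the medians of these 2 lists were 0.09 (adjusted p = 0.110) and 0.04 (adjusted p = 0.305).

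**Figure D2:**
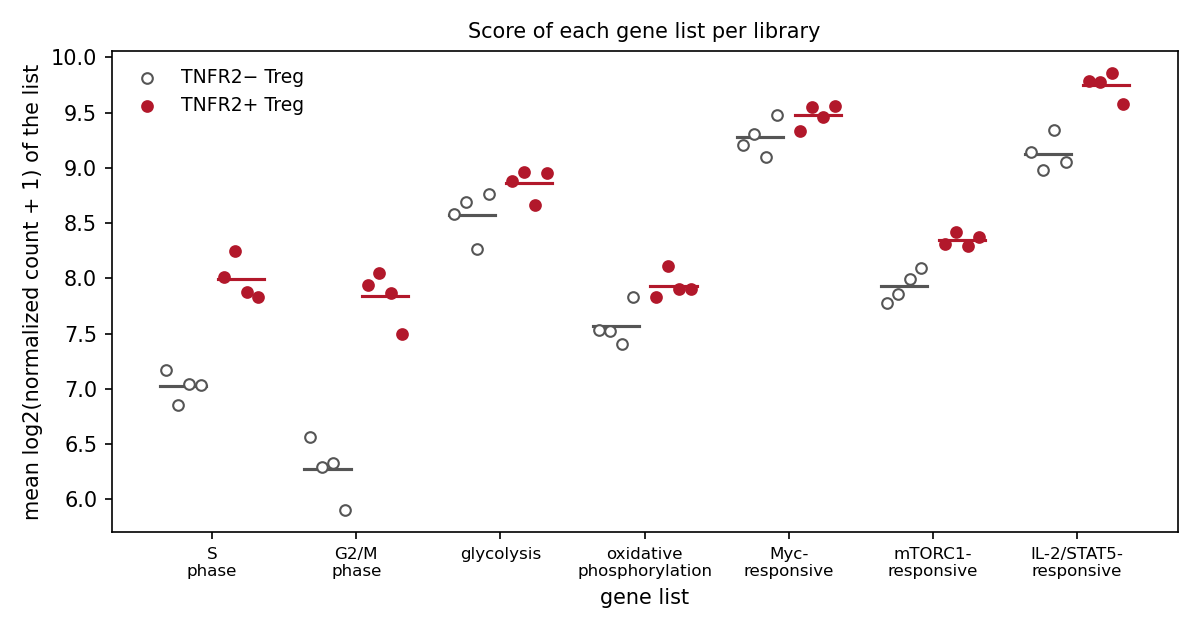
Mean log2(normalized count + 1) over the genes of each of 7 lists in each library, with TNFR2- Tregs as open grey points, TNFR2+ Tregs as red points and group means as lines. For the G2/M phase list, TNFR2+ libraries lie between 7.50 and 8.05 and TNFR2- libraries between 5.90 and 6.56.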

Pathways related to cell cycle, proliferation, survival, mTOR, and Myc‐dependent metabolism were prominently enriched in TNFR2^+^ Tregs (Figure 7B).

Overall, these findings indicate that TNFR2^+^ Tregs possess a stable profile and a survival advantage that confer superior suppressive capacity and a dominant influence over TNFR2^−^ Tregs.

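Genes that act on apoptosis moved in both directions. Over the 15 tested genes of the anti-apoptotic list the median log2 fold change was 0.01 (adjusted p = 0.415 from camera), with 4 genes higher and 2 lower past the threshold (5 and 4 when adjusted over the list alone). Besides *Birc5*, the higher genes were *Bcl2l1* at 1.26 (adjusted p = 0.00475), *Bcl2a1b* at 1.39 (adjusted p = 0.00483) and *Bcl2a1d* at 1.94 (adjusted p = 0.00759). *Birc5* is also in the G2/M phase list. Its rise is therefore counted in both lists, and the anti-apoptotic list is not separate from the cell cycle result. *Bcl2a1b* and *Bcl2a1d* are near-identical copies whose reads the counting could have exchanged. *Bcl2* had 1369 ± 211 normalized counts (SD, n = 4) in TNFR2+ Tregs and 2803 ± 527 (SD, n = 4) in TNFR2- Tregs, a log2 fold change of −1.03 (standard error 0.16, adjusted p = 0.00191). *Birc3*, which has a near-identical copy, was at −0.63 (adjusted p = 0.0206). *Birc3* did not pass in 6 of 18 alternative settings, with adjusted p values up to 0.0635 in fits without a library. Over the alternatives that kept all libraries, the adjusted p ranged from 0.00343 to 0.0559 for *Bcl2a1d* and from 0.00602 to 0.117 for *Birc3*, each highest without the intensity trend. The list's mean log2 value was 10.41 ± 0.10 in TNFR2+ Tregs and 10.02 ± 0.13 in TNFR2- Tregs (exact two-sided permutation test, p = 0.0286), and the list passed the threshold under fry (adjusted p = 0.0373) but not with an estimated correlation (adjusted p = 0.533).
The 18 tested genes of the pro-apoptotic list had a median log2 fold change of 0.07 (adjusted p = 0.813), with 2 higher and 3 lower past the threshold, also when adjusted over the list alone. *Bcl2l11* (BIM) was lower in TNFR2+ Tregs, at −1.86 (adjusted p = 6.33e-04).
The median over the 14 genes of the Treg identity list was 0.87 (adjusted p = 1.08e-07), with 9 higher and 0 lower past the threshold (10 and 1 over the list alone, and also at an unadjusted p under 0.05), and the list passed under fry (adjusted p = 4.73e-04) and with an estimated correlation (adjusted p = 0.0313). *Izumo1r*, *Ctla4*, *Ikzf2* and *Nrp1* had log2 fold changes of 1.03, 0.89, 0.95 and 0.76, with adjusted p values of 4.86e-04, 0.00120, 0.0145 and 0.00499. Without TNFR2- Treg replicate 2, *Ikzf2* did not pass (0.89, adjusted p = 0.0507). Without the intensity trend, neither *Ikzf2* (adjusted p = 0.108, in a range of 0.00263 to 0.108 over the alternatives that kept all libraries) nor *Nrp1* (adjusted p = 0.0669, in a range of 0.00273 to 0.0669) passed. *Foxp3*, which shares identical sequence with another annotated gene, had 3126 ± 219 and 3664 ± 316 normalized counts, a log2 fold change of −0.23 (adjusted p = 0.232), and *Il2ra* was at −0.34 (adjusted p = 0.0860). *Entpd1* (CD39) was at 0.80 (adjusted p = 0.356), with TNFR2+ libraries from 149.9 to 742 normalized counts. The log2 fold change of *Entpd1* lay between 0.41 and 1.18 with each library left out in turn.
From its own findings on these populations, the paper concludes that TNFR2+ Tregs have a stable profile and an advantage in survival, which give them a higher suppressive capacity and a dominant influence over TNFR2- Tregs.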

### 2.5 Reduced ROS Content in TNFR2^+^ Tregs

Oxidative stress is a key factor influencing T cell survival [39], and Tregs particularly depend on mechanisms that protect against oxidative damage for their expansion and function [40, 41, 42, 43]. Notably, an oxidative stress‐related gene signature [44] was significantly less prominent in TNFR2^+^ Tregs (Figure 7C).

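Lists of antioxidant and of stress-induced genes, neither of them the published signature of Figure 7C, were compared in the same libraries. The 29 tested antioxidant genes had a median log2 fold change of 0.38 (adjusted p = 0.00351 from camera), with 23 higher in TNFR2+ Tregs and 3 of them past the threshold, also when adjusted over the list alone. These were *Txn1* at 1.30 (adjusted p = 0.0150), *Glrx* at 1.15 (adjusted p = 0.0170) and *Prdx2* at 1.13 (adjusted p = 0.0120). *Prdx2* has a near-identical copy in the annotation. *Txn1* did not pass the threshold without TNFR2+ Treg replicate 1 (1.23, adjusted p = 0.0516) or replicate 2 (1.21, adjusted p = 0.0605), and *Glrx* did not without TNFR2+ Treg replicate 2 (1.06, adjusted p = 0.0650) or replicate 3 (1.11, adjusted p = 0.0537). Neither *Txn1* (adjusted p = 0.0513) nor *Glrx* (adjusted p = 0.0608) passed without the intensity trend, each at its highest p over the alternatives that kept all libraries. *Nfe2l2* was at −0.63 (adjusted p = 0.123). The list passed under fry (adjusted p = 4.73e-04) and with an estimated correlation (adjusted p = 0.0313).
The stress-induced list holds 37 tested genes, among them immediate early genes, heat shock genes and *Txnip*. Its median log2 fold change was −0.41 (adjusted p = 3.81e-06), with 13 genes lower and 2 higher past the threshold (17 and 3 over the list alone), and it passed under fry (adjusted p = 5.17e-04) and with an estimated correlation (adjusted p = 0.0313). *Jun* had 10708 ± 2347 normalized counts (SD, n = 4) in TNFR2+ Tregs and 24158 ± 5387 (SD, n = 4) in TNFR2- Tregs, a log2 fold change of −1.17 (adjusted p = 0.00119). *Txnip*, *Egr1*, *Nr4a1* and *Fos* were at −1.25, −1.11, −0.98 and −0.69, with adjusted p values of 3.52e-04, 4.94e-04, 5.87e-04 and 0.00663. Without the intensity trend *Fos* did not pass (adjusted p = 0.0834, in a range of 0.00220 to 0.0834 over the alternatives that kept all libraries). *Bag3* was higher, at 0.84 (adjusted p = 0.00493), and so was *Gadd45b*, at 0.68 (adjusted p = 0.0362). *Gadd45b* did not pass in 8 of 18 alternative settings, with adjusted p values up to 0.111 in fits without a library. Per library, the mean log2 value of the list was 10.71 ± 0.05 in TNFR2+ Tregs and 10.93 ± 0.06 in TNFR2- Tregs (difference −0.22; exact two-sided permutation test, p = 0.0286). With values rescaled to the same sum this difference was −0.09 (p = 0.229 in the same exact test), and with quantile normalization it was −0.13 (p = 0.0571). In a Reactome set for the cellular response to heat stress, used in place of the list, the median over 69 genes was 0.08 (adjusted p = 0.297).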

To functionally assess resistance to oxidative stress, we treated TNFR2^+^ and TNFR2^−^ Tregs with the ROS inducer menadione [42]. TNFR2^−^ Tregs expressed lower levels of Foxp3, as shown in Figure 6. Notably, treatment with menadione reduced Foxp3 expression in a dose‐dependent fashion in both cell types (Figure 7D). When Treg subsets, pretreated with menadione, were cocultured with untreated Tconvs, we observed that menadione reduced the survival of both TNFR2^−^ and TNFR2^+^ Tregs, even though this reduction was significantly more pronounced in TNFR2^−^ Tregs. This resulted in a significant decrease in the suppression potency of TNFR2^−^ Tregs (Figure 7E). These data suggest that TNFR2^+^ Tregs are more resistant to oxidative stress, preserving their survival and suppressive function.

To estimate the ability to control the intracellular ROS load, cells were stained with CellROX dye from both unstimulated and polyclonally stimulated splenocytes. We found that ROS content was significantly lower in TNFR2^+^ Tregs compared with TNFR2^−^ Tregs (Figure 7F). We also assessed ROS levels directly ex vivo from spleens and tumors of MC38 tumor‐bearing mice. Both TNFR2^+^ and TNFR2^−^ Tregs exhibited lower ROS levels within tumors compared with spleens, likely due to in vivo activation. Importantly, ROS content was significantly lower in TNFR2^+^ Tregs relative to TNFR2^−^ Tregs in both spleens and tumors (Figure 7G).

These observations underscore the importance of reduced oxidative stress in conferring functional superiority to TNFR2^+^ Tregs within immunosuppressive environments.

## 3 Discussion

Several pieces of evidence point to immunoregulatory roles of TNF, which are mostly related to its signal on Tregs through the TNFR2. Here we show that Tregs contain two subpopulations, respectively committed to TNF production and to TNFR2‐mediated TNF sensing, which both increase at the tumor site. These two subsets maintain their diversity when separately stimulated ex vivo. However, when cocultured, the TNFR2^+^ Tregs dominate over the TNFR2^−^, and even induce a stronger expression of Foxp3 and TNFR2 in the TNFR2^−^ Tregs.

TNF production by Tregs has been reported in several studies, even though with conflicting interpretations. In some pathological conditions, TNF‐producing Tregs are associated with reduced suppressive function and stability and with more severe disease [22]. Conversely, other studies suggest that Treg‐derived TNF promotes their own proliferation, suppression, and stability in vitro and in vivo [18, 19, 23]. TNF production by Tregs may have divergent outcomes, depending on whether it is produced as a single cytokine by epigenetically stable Tregs or together with other proinflammatory cytokines, such as IFNγ or IL‐17, by unstable Tregs. Highly pure, in vitro expanded, human Tregs, which are Helios^+^ and exert potent immune suppressive functions in vivo, do not produce any cytokine except TNF [20]. In a mouse model of arthritis, we observed strong TNF production by both Tconvs and Tregs during the chronic but not the acute phase of the disease. While both Tconvs and Tregs contained around 50% of single TNF producers, the double TNF‐IFNγ producers were 30% in the Tconv gate, and only around 5% in the Treg gate, in the chronic phase of CIA. This speaks in favor of an anti‐inflammatory activity of Tregs in this phase.

TNF‐knockout mice have decreased frequency of Tregs in both thymus and spleen, compared with wild‐type, even though the underlying mechanisms remain unexplained [24]. The TNF‐TNFR2 pathway also plays anti‐inflammatory roles in pathological contexts. Indeed, the Treg‐intrinsic TNFR2 signaling provides protection against CNS autoimmunity [45, 46]. TNFR2 signaling maintains epigenetic stability of Tregs, preventing their conversion into pathogenic cells, and is required for arthritis resolution [47]. Also, in the induction phase of arthritis, T cell‐derived TNF is protective against arthritis development through the control of autoreactive T cell responses [48]. Whether Tregs were a relevant source of the “protective” TNF was not addressed in that setting.

In apparent contradiction with the evidence of TNF as a driver of Treg immune suppression, several studies have reported that, in RA patients, anti‐TNF therapy leads to the expansion and/or function improvements of Tregs [49, 50, 51, 52]. However, this effect was related to the ability of an anti‐TNF antibody (Adalimumab) to bridge monocyte‐membrane TNF and Treg‐expressed TNFR2 [11], again in favor of the TNF‐TNFR2 signal as a pro‐Treg and anti‐inflammatory axis.

Mechanistically, TNFR2 signals cooperate with other members of the TNFR superfamily in promoting NFkB activation, which drives an effector Treg program [8, 53]. In sepsis, in line with our results, TNFR2^+^ Tregs not only possess the effector immunosuppressive functions but also express cell cycle and antiapoptotic genes that support their proliferation and maintenance [38]. A metabolic remodeling may sustain the increased fitness of TNFR2^+^ Tregs. Indeed, TNFR2 costimulation induces, specifically in Tregs, an mTOR‐driven circuit of glycolysis, TCA cycle, and fatty acid synthesis [14, 15, 54]. This leads to their differentiation into tissue‐resident effector Tregs, endowed with superior migration ability [55].

Several reports point to a role for the TNFR2 axis in tumor‐associated Treg expansion and suppression [2]. In mice, exogenous TNF injection enhanced tumor growth in the lung through the expansion of pulmonary Treg via the interaction with TNFR2 [56]. Conversely, TNF blockade with a sTNFR2‐Fc improved tumor therapy in mouse models [13]. In mouse models of pancreatic cancer, TNFR2 blockade decreased tumor growth by selectively targeting effector Tregs [57]. In patients with malignant pleural effusion, a higher expression of TNFR2 on tumor‐infiltrating Tregs correlated with a worse prognosis [58]. Lactate, which is abundant in the tumor microenvironment, is imported into Tregs and promotes TNFR2 expression through histone lactylation and NFkB transcription [58].

More elusive is the source of TNF driving Treg expansion in the tumor microenvironment. TNF is considered a protumor cytokine, and TNF knockout mice generally display less aggressive tumors [2]. TNF produced by cells of bone‐marrow origin was responsible for significantly delaying mammary tumor growth in a mouse model [59]. Myeloid cells and activated effector T cells are considered relevant TNF sources. However, our results suggest that, in the tumor microenvironment, the frequency of Tregs, including TNF^+^ Tregs, increases compared with the spleen; thus, Tregs may contribute to the pool of intratumoral TNF. Also, considering that tmTNF preferentially engages TNFR2, proximity between TNFR2^+^ Tregs and cellular sources of TNF, including Tregs themselves, should favor their activation.

When TNFR2^+^ and TNFR2^−^ Tregs are cocultured, the TNFR2^+^ Tregs transfer their fluorescent dye to the TNFR2^−^ in a unidirectional fashion. Concomitantly, the TNFR2^−^ Tregs increase their Foxp3 and TNFR2 expression. We could not demonstrate that such an event is dependent on an active process of cell‐to‐cell communication and cellular material transfer, or rather due to the passive acquisition by recipient TNFR2^−^ cells of excess dye released by the TNFR2^+^ cells. However, the ability of Tregs to exchange cellular material with other cells has already been documented. Tregs are capable of performing trogocytosis of costimulatory ligands [60] and MHC II [61] from the surface of antigen‐presenting cells. The ability of Tregs to release extracellular vesicles (EVs) with an immunosuppressive cargo, and especially microRNAs, has been described in several studies [62]. Okoye et al. [63] have demonstrated that Tregs are particularly efficient in releasing EVs containing microRNAs that induce Tconvs to acquire Treg‐related genes, including Foxp3. Tregs can establish an intercellular transfer of cytoplasmic material also through the formation of gap junctions. This mechanism is involved in the transfer of cyclic AMP from Tregs to target cells [64]. Interestingly, cAMP promotes Foxp3 expression through the recruitment of the cyclic‐AMP response element binding protein on regulatory regions in the Foxp3 gene [65, 66]. Whether the ability to transfer cellular material to target cells is a peculiar feature of effector TNFR2^+^ Tregs remains an open question. The antagonistic relation between TNF and TNFR2 expression was manifested at the individual cell level, but not at the subpopulation level. Indeed, in vitro, TNFR2^+^ did not suppress the proliferation of TNF^+^ Tregs but rather increased their activation. In vivo, in the tumor microenvironment, TNFR2^+^ and TNF^+^ Tregs expanded in parallel. Taken together, our data support the hypothesis that tumors take advantage of two dependent mechanisms, namely (i) TNF production by various types of tumor‐infiltrating immune cells, favoring tumor growth per se, and (ii) the interplay between (tm)TNF and TNFR2^+^ Tregs with high suppressive activity, making the tumor microenvironment hostile against the antitumor immunity.

The TNFR2^+^ Tregs displayed a superior suppressive function in vitro. We cannot formally exclude that this may be due to a stronger suppression on a per‐cell basis. However, we could observe a higher recovery of TNFR2^+^ Tregs, which was related not to higher proliferation but rather to better survival. Gene expression analysis revealed a loss of oxidative stress signature in TNFR2^+^ Tregs, which may account for their maintenance. Indeed, TNFR2^+^ Tregs were more resistant than TNFR2^‐^ Tregs to the pretreatment with the ROS inducer menadione, which compromised survival and suppressive function. Notably, TNFR2^+^ exhibited a lower intracellular content of total ROS both in vitro and ex vivo from the tumor microenvironment.

In conclusion, our study suggests the hypothesis that the TNF‐TNFR2 signal may sustain Treg expansion and suppressive function not through a pure autocrine mechanism, where the same cell releases and senses TNF. Rather, within the Treg pool, two subpopulations exist that preferentially and stably express TNFR2 or TNF, and which cooperate in enforcing Treg suppression.

## 4 Data Limitations and Perspectives

MiR‐146a was strongly upregulated in TNFR2^+^ compared with TNFR2^−^ Tregs; however, its silencing induced a very modest rescue of TNF production in the TNFR2^+^ cells. Therefore, its actual relevance in the posttranslational regulation of TNF in these cells remains to be determined. Moreover, we did not verify whether miR‐146a‐silenced TNFR2^+^ cells lose their advantage in survival or suppressive function.

TNFR2^+^ and TNFR2^−^ Tregs have different functions, phenotypes, and gene expression profiles. Some of their features display a certain degree of stability ex vivo. However, we did not determine whether they exist along a differentiation continuum or descend from distinct precursors. We observed that TNFR2^−^ Tregs can differentiate into TNFR2^+^ Tregs upon activation, and that TNFR2^+^ Tregs display signatures of stability and strong suppressive function. Hence, we speculate that the TNFR2^−^ and TNFR2^+^ represent sequential activation states; still, the TNFR2^+^ Tregs stabilize their program. However, this hypothesis needs to be confirmed by lineage‐tracing experiments.

In the coculture of TNFR2^+^ and TNFR2^−^ Tregs, the TNFR2^−^ increase their expression of Foxp3 and TNFR2 and gain some fluorescent dye from the TNFR2^+^ Tregs. However, our data do not demonstrate whether such dye transfer is due to an active and specific process of intercellular material transfer, or to dye leakage from apoptotic cells. Moreover, we could not prove a causal link between intercellular transfer and TNFR2^−^ Treg activation, which may be simply due to a phenotypic conversion when exposed to TNFR2^+^ Treg‐derived, either soluble or membrane‐bound, factors.

Our data underscore that, when TNFR2^+^ and TNFR2^−^ Tregs are pretreated with menadione, both survival and suppressive function are reduced, especially in TNFR2^−^ Tregs. This experiment demonstrates a causal link between ROS induction and Treg survival and function. However, the higher survival of TNFR2^+^ Tregs may not fully explain their advantage in suppressive function. Indeed, TNFR2^+^ and TNFR2^−^ Tregs also display qualitative differences, as highlighted by the expression of markers that are strongly related to their stability and function.

## 5 Materials and Methods

### 5.1 Mice

C57BL/6J mice were purchased from Charles River. *Foxp3* ^CreYFP^ (stock 028363) and *Foxp3* ^eGFP‐Cre‐ERT2^ (stock 016961) mice were purchased from the Jackson Laboratory. Both male and female mice were used at 8–12 weeks of age. All mice were bred and maintained under conventional conditions at the animal facility of the Dipartimento di Scienze Anatomiche, Istologiche, Medico legali e dell'Apparato locomotore (SAIMLAL), in Sapienza Università di Roma, under protocols approved by the Italian Ministry of Health (authorization no. 1127/2020‐PR and 567/2023‐PR).

### 5.2 Collagen‐Induced Arthritis

CIA was induced in 8‐ to 12‐week‐old female C57BL/6J mice with 100 µg of denatured type II chicken collagen (Sigma Aldrich) emulsified in complete Freund's adjuvant [67]. Mice were sacrificed after 2 (acute CIA) or 10 weeks (chronic CIA), and draining lymph nodes were collected. Lymph nodes were mechanically dissociated, and single‐cell suspensions were freshly analyzed by flow cytometry.

### 5.3 Tumor Models

The 18.5 c‐myc H‐Ras V12 p53‐/‐ (hereafter “18.5”) cell line of immortal transformed hepatoblasts, inducing tumors with histological subtypes and markers characteristic of human hepatocellular carcinoma [68], was kindly provided by Micol Ravà (European Institute of Oncology, Milan, Italy). The MC38 colon adenocarcinoma cell line was kindly provided by Mario P. Colombo (Fondazione IRCCS Istituto Nazionale Tumori, Milan, Italy). Tumor cell lines were cultured in vitro for 3 to 4 passages in complete Dulbecco's modified Eagle medium (DMEM) with high glucose (Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco), 2 mmol/L l‐glutamine (Sigma‐Aldrich), penicillin/streptomycin, nonessential amino acids, sodium pyruvate (Euroclone), 50 µmol/L β‐mercaptoethanol (Sigma‐Aldrich), and 10 mmol/L Hepes (Aurogene) at 37°C in a humidified 5% CO_2_ atmosphere. To obtain transplanted tumors, 10^6^ cells of the 18.5 cell line, or 5 × 10^5^ of MC38 cells, were s.c. injected into the middle flank, and mice were sacrificed after 2–3 weeks. All the in vivo experiments were authorized by the Italian Ministry of Health and performed in accordance with the institutional animal care and use committee (Organismo preposto al Benessere Animale, SAIMLAL Department, Sapienza University of Rome) and the national law (Dlgs 26/2014).

### 5.4 Lymphocyte Extraction

Splenocytes were obtained by mechanical dissociation, followed by incubation with ACK lysis solution (Gibco) for 4 min at 4°C for erythrocyte lysis. Inguinal and mesenteric lymph nodes were processed by mechanical dissociation.

To extract mononuclear cells, murine livers, lungs, and tumors were mechanically dissociated in PBS 2% FBS onto a 70‐µm cell strainer (Falcon), and a single‐cell suspension was obtained. Then, leukocytes were enriched through a 40/80 Percoll (GE Healthcare) density gradient, collecting cells at the interface between 40% and 80% Percoll solutions.

Bone marrow cells were collected from naïve mice by flushing the tibias and femurs with PBS after removing the muscles and cutting off each epiphysis. The obtained cell suspension was filtered through a 70‐µm cell strainer, and erythrocyte lysis was performed with ACK lysis solution (Gibco) for 4 min at 4°C.

### 5.5 Treg and Tconv Isolation and Culture

CD4^+^CD25^+^ (Treg) and CD4^+^CD25^−^ (Tconv) were immunomagnetically isolated from splenocytes using the CD4^+^CD25^+^ Regulatory T Cell Isolation Kit, mouse (Miltenyi Biotec).

For YFP^+^ and YFP^‐^ cell sorting, CD4^+^ T cells were first enriched from the spleens of *Foxp3* ^CreYFP^ mice using the CD4^+^ T Cell Isolation Kit, mouse (Miltenyi Biotec), stained with Fixable viability dye eFluor780 (Thermofisher Scientific), and then surface‐stained with combinations of the following Abs: CD4 BB700 or PerCP‐Cy5.5 (BD Biosciences), and TNFR2 Bv421 or PE (clone TR75‐89, BD Biosciences).

YFP^+^ cells were sorted based on TNFR2 expression as double positive (YFP^+^/TNFR2^+^) or negative cells (YFP^+^/TNFR2^−^) using a FACSAriaIII (BD Biosciences) equipped with 488, 561, Near UV375, and 633 nm lasers and FACSDiva software (BD Biosciences version 6.1.3), and retained on ice. To reduce stress, cells were isolated in gentle FACS‐sorting conditions using a ceramic nozzle of size 100 µm, a low sheath pressure of 19.84 pound‐force per square inch (psi) that maintains the sample pressure at 18.96 psi, and an acquisition rate of a maximum of 1500 events/s. Prior to culturing, an aliquot of each FACS‐sorted sample was acquired at the instruments to assess purity that was close to/higher than 95%.

In some experiments, sorting was performed on the MoFlo Astrios‐EQ flow cytometer (Beckman Coulter), equipped with four laser lines (405, 488, 561, and 642 nm) and 15 fluorescence parameters. Sorting was performed using a 100 µm nozzle tip, the sheath pressure was maintained at approximately 30 psi, and the acquisition speed was set at around 5000 events per second, to reduce the abort rate and increase sorting efficiency. The instrument acquisition software was Summit v6.3.1.

To obtain GFP^+^ TNFR2^+^ and TNFR2^−^ Tregs, CD4^+^ T cells were first immunomagnetically enriched, as detailed above, from the spleens of *Foxp3* ^eGFP‐Cre‐ERT2^ mice, then stained with Fixable viability dye eFluor780, CD4 BB700, and TNFR2 PE, and sorted on Aurora CS equipped with 405, 488, and 633 nm lasers, using an 85 µm nozzle (Cytek Biosciences).

### 5.6 In Vitro Functional Assays

For the TNF neutralization assay, spleens and tumors from C57BL/6J mice were processed as described above. CD4^+^CD25^+^ (Treg) and CD4^+^CD25^−^ (Tconv) were immunomagnetically isolated from splenocytes using the CD4+CD25+ Regulatory T Cell Isolation Kit, mouse (Miltenyi Biotec), and then labeled with the proliferation tracer CFSE (Thermofisher Scientific). Cells were cultured in vitro for 3 days with aCD3 (1 µg/mL, BD Biosciences) and irradiated splenocytes at 1:1 ratio, in the presence of anti‐TNF neutralizing Ab (BioLegend) or isotype control IgG (BioLegend), and then analyzed by flow cytometry, after 4 h restimulation with Cell Stimulation Cocktail plus cytokine transport inhibitors (Thermofisher Scientific) for intracellular TNF detection and for surface TNFR2 detection.

For Treg and Tconv in vitro cocultures, stained and sorted TNFR2^+^ Tregs, TNFR2^−^ Tregs, and Tconvs were obtained as detailed above. TNFR2^+^ Tregs were labeled with eF670 proliferation dye (eBioscience), while TNFR2^−^ Tregs and Tconvs with CellTrace Violet (CTV) (Thermofisher Scientific), and then cultured for 4 days with coated aCD3/aCD28 (1 µg/mL, BD Biosciences) and IL2 (10^3^ U/mL, Novartis).

To perform the in vitro suppression assay, sorted CD4^+^YFP^+^ TNFR2^+^ and TNFR2^−^ Treg cells were labeled with the proliferation dye eFluor 670 (10 µM, eBioscience) and separately cultured in vitro either alone or at a scaled ratio with CellTrace Violet (CTV)‐labeled CD4^+^YFP^−^ target cells (10 µM, Invitrogen) in the presence of irradiated splenocytes and soluble anti‐CD3 (1 µg/mL, BD Biosciences). After 4 days of culture, Treg survival was evaluated by comparing the frequency and the count of TNFR2^+^ and TNFR2^−^ Tregs in the gate of eFluor670^+^ cells in the different culture conditions. The suppressive capacity of Tregs was evaluated by the detection of the CTV dilution in terms of geometric mean fluorescence intensity (gMFI), and the percentage of proliferating cells in the gate of CTV^+^ cells. In some experiments, Treg were pretreated with 2.5–5 µM menadione at 10^6^cells/mL in complete medium for 1 h at 37°C, and then extensively washed before assay.

### 5.7 Flow Cytometry

For surface staining, cells were labeled with the Fixable viability dye eFluor780 (Thermofisher Scientific), and then freshly surface‐stained with combinations of the following Abs: CD4 Bv605, BB700, PerCP‐Cy5.5, or Bv785 (BD Biosciences), TCRβ Bv510 (BD Biosciences), CD3 BB700 (BD Biosciences), CD44 Bv510 (BD Biosciences), CD71 Bv605 (BD Biosciences), CD25 Bv510 (BioLegend), OX40 Bv421 (Biolegend), TNF PE‐Cy7 (to detect tmTNF, clone MP6‐XT22, BioLegend), TNFR1 APC (clone 55R‐286, BioLegend), and TNFR2 Bv421 or PE (clone TR75‐89, BD Biosciences).

For the analysis of intracellular cytokine content, cells were restimulated for 4 h in the presence of Cell Stimulation Cocktail plus cytokine transport inhibitors (Thermofisher Scientific), labeled with viability dye, and surface‐stained as detailed above, then fixed and permeabilized with BD Cytofix/Cytoperm fixation/permeabilization kit according to the manufacturer's instructions (BD Biosciences). Finally, cells were intracellularly stained with combinations of Abs to TNF PE‐Cy7 (to detect total TNF, clone MP6‐XT22, BioLegend), IFNγ Bv421 (BD Biosciences), IFNγ Bv711, IL‐17 Bv510, and IL‐10 APC (all BioLegend).

For combined cytokine and Foxp3 staining, cells were restimulated and surface‐stained as above, then fixed and permeabilized with Foxp3 transcription factor buffer set (Thermofisher Scientific), and intracellularly stained with Abs to Foxp3 PE‐eF610 (clone FJK‐16s, Thermofisher Scientific), TNF PE‐Cy7 (BioLegend), and IFNγ Bv421 (BD Biosciences).

For phenotypical analysis, sorted GFP^+^ TNFR2^+^ and TNFR2^−^ Tregs were surface‐stained with CD25 APC‐Fire810 (BioLegend), CD39 Bv605 (BD Biosciences), and CD304 Bv480 (BD Biosciences). After fixation/permeabilization, cells were intracellularly stained with Foxp3 eF450 (Thermofisher Scientific), APC‐R700 (BD Biosciences), and Helios APC (clone 22F6, Thermofisher Scientific).

For human Treg analysis, peripheral blood mononuclear cells (PBMCs) were isolated from the peripheral blood of healthy human donors using density gradient centrifugation through Lympholyte (Cedarlane) and restimulated for 4 h in the presence of Cell Stimulation Cocktail plus cytokine transport inhibitors (Thermofisher Scientific). After labeling with viability dye, cells were stained with Abs to CD14 APC‐eF780 (dump channel, Thermofisher Scientific), CD4 Bv785 (BioLegend), CD45RA Bv605 (BioLegend), CD127 PE‐Cy7, then fixed and permeabilized with Foxp3 transcription factor buffer set (Thermofisher Scientific), and intracellularly stained with Abs to FOXP3 PerCP‐Cy5.5 (clone PCH101, Thermofisher Scientific) and TNF Bv421 (clone Mab11, BioLegend).

For Primeflow analysis, CD4 cells were isolated from the spleen of a *Foxp3* ^CreYFP^ mice, stained, and then sorted as TNFR2^+^, TNFR2^−^ Tregs, and Tconvs. After 4 h restimulation with Cell Stimulation Cocktail plus cytokine transport inhibitors (Thermofisher Scientific) for intracellular TNF detection, we performed PrimeFlow using PrimeFlow RNA assay kit (eBioscience, cat# 19363) to detect TNF mRNA (QuantiGene Probe TNF‐α mRNA—AF647) together with TNF protein (TNF PE‐Cy7, BioLegend). For the Primeflow analysis of miR‐146a, the QuantiGene Probe miR‐146a‐APC was used, with β‐actin as housekeeping positive control and miR‐146a fmo (fluorescence minus one) as negative control.

ROS production was measured by flow cytometry using the CellROX Deep Red Flow Cytometry Assay Kit, according to the manufacturer's instructions (Molecular Probes, Thermofisher Scientific). Briefly, lymphocytes extracted from spleens or tumors were incubated for 45 min at 37°C with 1 µM of CellROX in complete RPMI medium, then washed and stained with Fixable Viability Dye eFluor780 and afterwards with antibodies to CD4 Bv785 and TNFR2 PE. In some experiments, cells were previously cultured in complete RPMI medium in the presence or absence of soluble CD3 (1 µg/mL, BD Biosciences) for 18 h.

Cells were acquired with an LSR Fortessa cytometer (BD Biosciences) or a Northern Lights spectral cytometer (Cytek Biosciences) and analyzed with FlowJo software version 10.8.0 (BD Biosciences).

### 5.8 ELISA

TNF concentration was measured with BD OptEIA Mouse TNF ELISA Kit (BD Biosciences, cat#560478) on supernatants of cultured TNFR2^+^ Tregs, TNFR2^−^ Tregs, and Tconvs from *Foxp3* ^CreYFP^ mice, after 4 h restimulation with Cell Stimulation Cocktail, without any cytokine transport inhibitor (Thermofisher Scientific).

### 5.9 RNA extraction, qRT‐PCR, and RNASeq

The cell pellets were frozen at −80°C in a 96‐well plate. RNA extraction was performed on the thawed pellet using the Single Cell RNA Purification Kit (Norgen Biotek). SuperScript VILO (Thermofisher Scientific) was used for cDNA synthesis. Real‐time PCR was performed using Taqman Fast Advanced Master Mix with Taqman RNA Assays (RT Primer 20X) (Thermofisher Scientific). For TNF detection, the Mm00443258_m1 Assay ID was used (Thermofisher Scientific). The relative TNF expression level was normalized to the expression of the housekeeping RNA 18S (Assay ID: Mm03928990_g1).

MicroRNAs were extracted from cells using the MicroRNA Purification Kit (Norgen Biotek). The sample was reverse transcribed using the TaqMan MicroRNA Reverse Transcription Kit and the Taqman MicroRNA Assays (RT Primer 5X) (Thermofisher Scientific) as primers. The RT‐PCR was performed using Taqman Fast Advanced Master Mix with Taqman MicroRNA Assays (TM Primer 20X) (Thermofisher Scientific). For miR‐146 detection, assay IDs 000466 and 001097 were, respectively, used for miR‐146a and miR‐146b analysis. The relative miR‐146 expression level was normalized to the expression of the housekeeping snoRNA202 using Taqman MicroRNA Assays (Assay ID: 001232). The qRT‐PCR was performed for 40 cycles of amplification with the StepOne Real Time PCR System (Thermofisher Scientific).

For RNASeq, RNA was extracted from 100,000 cells per sample with the Single Cell RNA Purification Kit (Norgen Biotek). RNA‐Seq library for mRNA sequencing was prepared with SMARTer Stranded Total RNASeq Kit—Pico Input Mammalian. All extracted RNA samples were quality‐controlled for integrity with a 2100 Bioanalyzer system (Agilent Technologies) and sequenced on a NovaSeq 6000 System (Illumina). Raw data were processed for both format conversion and de‐multiplexing by Bcl2Fastq v.2.20 of the Illumina pipeline. Read quality was evaluated using the FastQC v.0.11.8 (Babraham Institute) tool. Then adapter sequences were removed with trimgalore v.0.6.6 from FASTQ sequences using the auto detection mode and the following parameters: –clip_r1 3 –three_prime_clip_r2 3. Reads were mapped to the mouse Ensembl GRCm38 transcriptome index using salmon (v.1.3.0) [69]. Gene‐level normalization and differential gene expression analysis were performed with the Bioconductor [70] package DESeq2 v.1.28 [71] using the R environment v.4.0. To check for outliers, a regularized log transformation was applied to the count data, and a principal component analysis was generated based on genes showing the highest variance across all samples. The Wald test was used for significance testing, and the resulting FDR *p*‐values were adjusted for multiple comparisons using the Benjamini and Hochberg method [72]. Genes were considered differentially expressed genes (DEGs) only at FDR < 0.05. Gene enrichment analysis was performed by Gene Set Enrichment Analysis (GSEA) software, comparing data with previously published gene sets.

### 5.10 MiR146a Knockdown with Antagomir

Antagomirs with a cholesterol modification that allows entering cells without electroporation were used [73]. We designed antagomir to miR146a‐5p or miR146a‐3p, based on the miR‐146a sequence available on the miRBase platform (accession number: MI0000170). The antagomir sequences were the following:

miR‐146a‐5p:

[mA]*[mA]*[mC][mC][mC][mA][mU][mG][mG][mA][mA][mU][mU][mC][mA][mG][mU][mU]*[mC]*[mU]*[mC]*[mA][CHOL TEG]

miR‐146a‐3p:

[mC]*[mU]*[mG][mA][mA][mG][mA][mA][mC][mU][mG][mA][mA][mU][mU][mU][mC][mA]*[mG]*[mA]*[mG]*[mG][CHOL TEG]

The control antagomirs were the following:

Negative control 1:

[mG]*[mG]*[mU][mU][mC][mG][mU][mA][mC][mG][mU][mA][mC][mA][mC][mU][mG]*[mU]*[mU]*[mC]*[mA][CHOL TEG]

Negative control 2:

[mG]*[mA]*[mU][mA][mU][mC][mC][mC][mG][mC][mC][mG][mC][mG][mA][mU][mC][mG][mU]*[mA]*[mC]*[mC]*[mG][CHOL TEG]

Sorted lymphocytes were washed in cold PBS and then centrifuged at 300*g* for 8 min. Cells were resuspended (up to 10^7^ cells/mL) in 0.25 volume of the final culture volume of serum‐free medium. Freeze‐dried antagomir were resuspended in RNAase‐free water according to the manufacturer's instructions, to obtain a concentration of 100 µM. Samples were gently mixed and incubated with antagomir for 2 h at 5% CO_2_, 95% humidity, and 37°C. After 4 h restimulation with Cell Stimulation Cocktail plus cytokine transport inhibitors (Thermofisher Scientific), we extracted microRNAs and performed qRT‐PCR.

### 5.11 Statistical Analysis

The analysis was performed using Prism 10 (GraphPad Software) for statistical tests and graphical presentations. The statistical methods used for each analysis are described in the figure legends. Statistical significance between two or more unpaired groups of biological replicates from in vivo experiments was calculated using the nonparametric Mann–Whitney or Kruskal–Wallis test, respectively. Statistical significance between two or more unpaired groups of experimental replicates from in vitro experiments was calculated using Student's *t*‐test, one‐way, or two‐way ANOVA. In cases of multiple comparisons, *p*‐values were corrected using the Dunn, Sidak, Holm–Sidak, or Tukey methods. Data are presented as means ± SD. *p*‐values < 0.05 were considered statistically significant.

## Author Contributions

Gloria Tucci, Ilenia Pacella, Alessandra Pinzon Grimaldos, Alessandra Rossi, Ilenia Cammarata, Marta Zagaglioni, Giuseppe Pietropaolo, Valerio Licursi, Francesca Sozio, and Annalisa Del Prete performed experiments and analyzed results. Giovanna Peruzzi, Valentina Tirelli, and Massimo Sanchez provided technical support. Vincenzo Barnaba provided intellectual and material support. Silvia Piconese designed the study and performed data analysis. Gloria Tucci and Silvia Piconese wrote the first draft of the manuscript. All authors participated in the critical discussion of the results and approved the final paper.

## Ethics Statement

All mouse experiments were authorized by the Italian Ministry of Health (n° 1127/2020‐PR and 567/2023‐PR) and were performed in accordance with the institutional animal care and use committee (Organismo preposto al Benessere Animale, SAIMLAL Department, Sapienza University of Rome) and the national law (Dlgs 26/2014). Human studies were performed in accordance with the ethical guidelines of the 1975 Declaration of Helsinki and approved by the Sapienza Università di Roma—Azienda Policlinico Umberto I Ethics Committee (Prot. no. 5089).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/eji.70062.

## Supporting information

**Supporting File 1**: eji70062‐sup‐0001‐SuppMat.pdf.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA‐Seq data accompanying this study are openly available through NCBI's Gene Expression Omnibus (GEO) repository, under accession number GSE291595, located at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE291595.

# Supplementary material for: TNF Production or TNFR2 Expression Characterize Distinct States of Regulatory T Cells that Cooperate in Treg Expansion in Cancer and Chronic Inflammation
**Source:** Eur J Immunol. 2025 Sep 21;55(9):e70062. doi: 10.1002/eji.70062
**Supplement:** Supplementary file 1 — Supporting File 1: eji70062‐sup‐0001‐SuppMat.pdf.

## Supplementary figures and legends

**A**

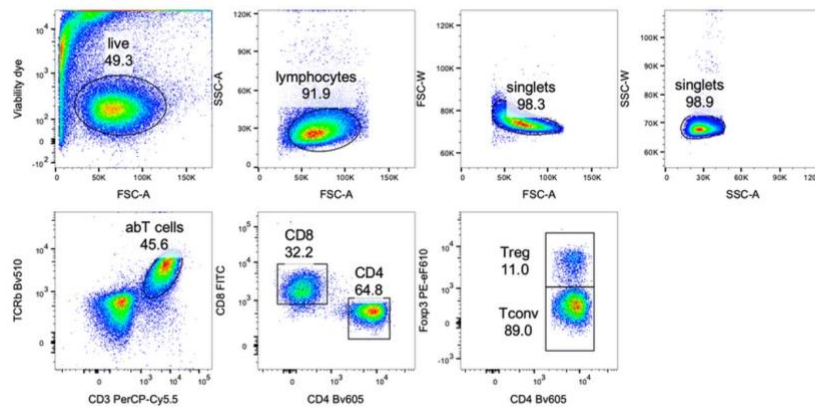

**B**

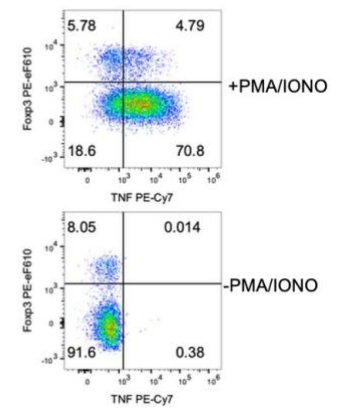

**Suppl. Figure 1. Gating strategy for the identification of  $TNF^+$  Tregs**

**A)** Representative gating strategy for the identification of Tregs in a spleen sample.

**B)** Representative cytograms showing TNF versus Foxp3 expression in splenocytes stimulated in vitro 4 hours with or without PMA/ionomycin.

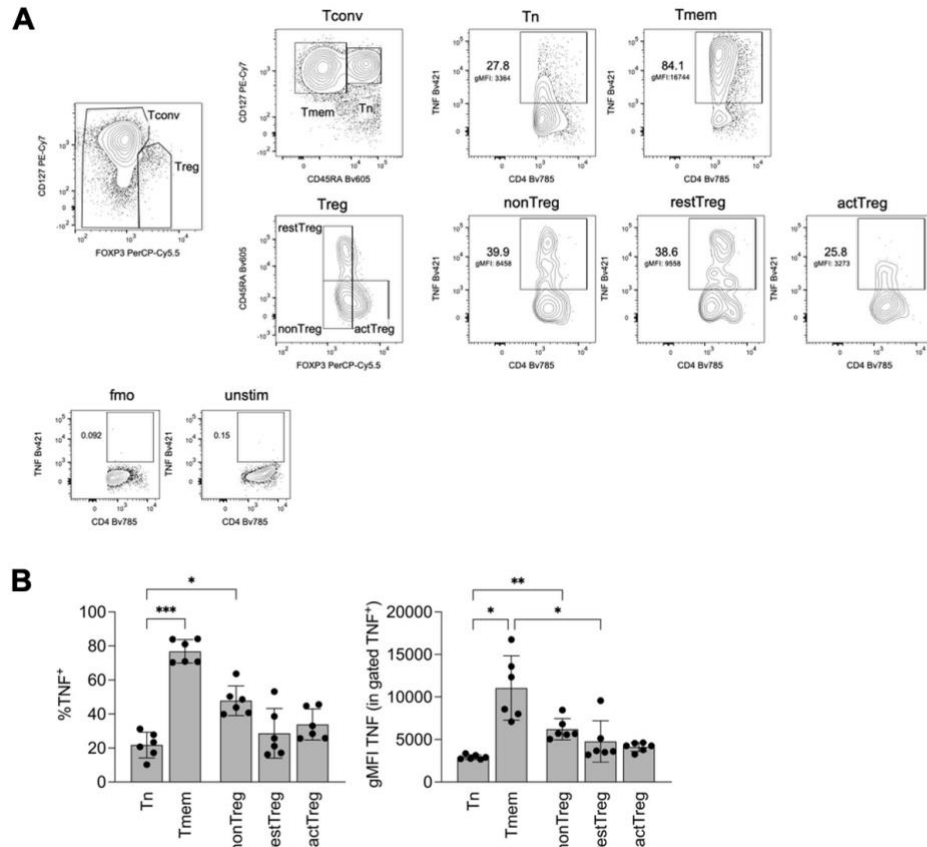

**Suppl. Figure 2. Human circulating Tregs produce TNF ex vivo**

**A)** Representative flow cytograms showing percentages of TNF<sup>+</sup> cells, and geometric mean fluorescence intensity (gMFI) of TNF in gated TNF<sup>+</sup> cells, in the indicated CD4 subsets from the peripheral blood of a human healthy donor. Fmo, fluorescence-minus-one control. Unstim, control stimulated with cytokine transport inhibitors only.

**B)** Cumulative analysis from samples of 6 donors, analyzed in two independent experiments. Bars represent means and SD. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by one-way ANOVA with Geisser-Greenhouse correction and Sidak multiple comparisons test.

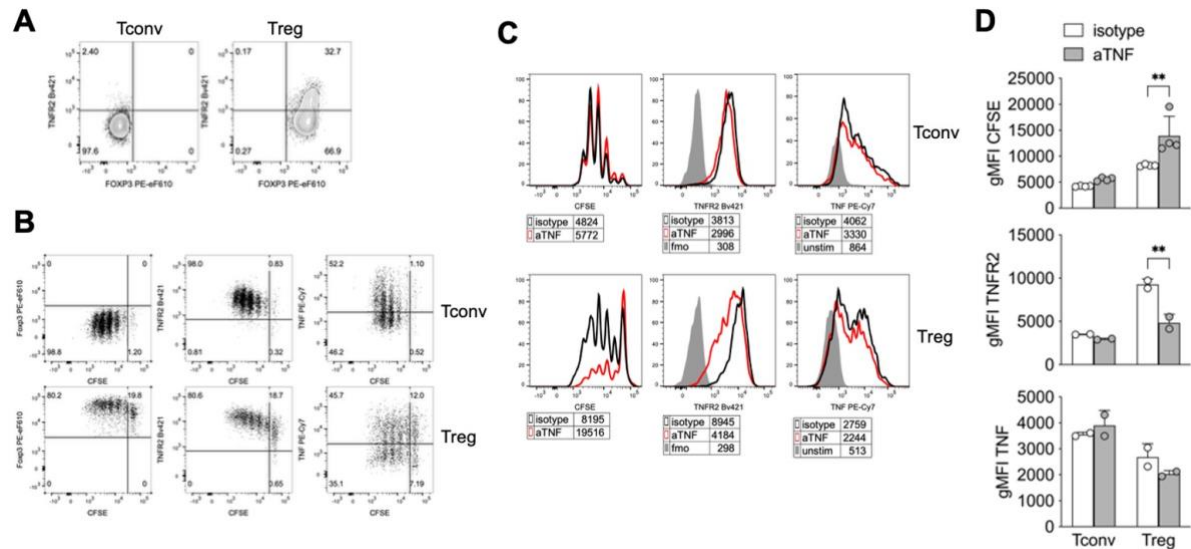

**Suppl. Figure 3. TNF promotes TNFR2<sup>+</sup> Treg expansion in vitro**

Treg and Tconv were immunomagnetically isolated from mouse spleens, labeled with CFSE, and cultured in vitro for 3 days with aCD3 and irradiated splenocytes, in the presence of anti-TNF neutralizing Ab or isotype control, and then analyzed by flow cytometry (after 4 hrs restimulation for intracellular TNF detection).

**A)** Representative plots showing TNFR2 expression by Tconvs and Tregs before culture.

**B)** Representative cytograms of Tconv and Treg cultures in control conditions.

**C-D)** Cytograms (B) and cumulative analysis (C) showing the gMFI of CFSE, TNFR2, and intracellular TNF, in the indicated cell types and conditions. Each condition was tested in 2-4 replicates. Bars represent means and SD. \*\*  $P < 0.01$ , by two-way ANOVA with Sidak correction for multiple comparisons.

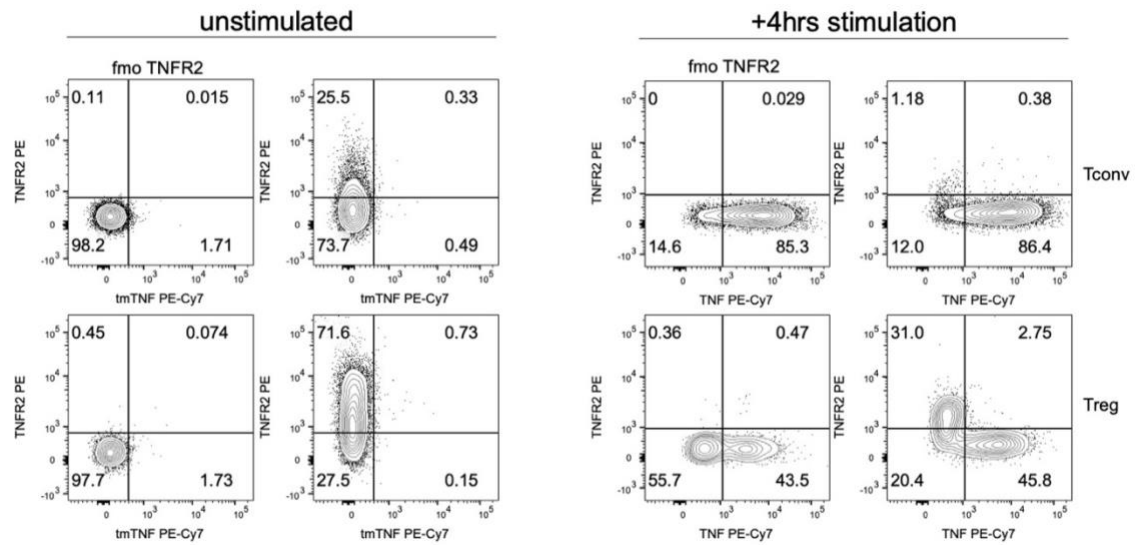

**Suppl. Figure 4. *In vitro* restimulation affects TNFR2 detection**

Representative data showing the expression of TNFR2 versus tmTNF (surface-stained) or TNF (intracellularly stained) in unstimulated or stimulated cells, respectively, in gated Tconv and Treg from the spleen of a naïve mouse (representative of 5).

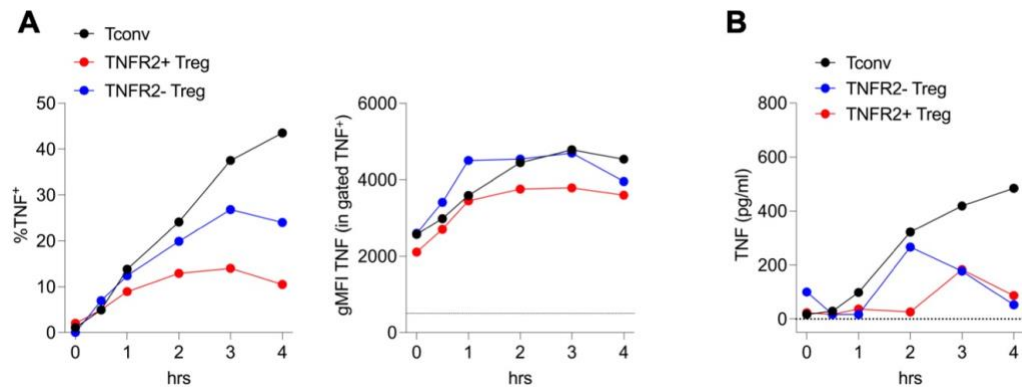

**Suppl. Figure 5. Time-dependent production and release of TNF**

TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Treg and Tconvs were sorted as YFP<sup>+</sup> and YFP<sup>-</sup> CD4 T cells respectively, from the spleens of *Foxp3*<sup>CreYFP</sup> mice and restimulated in vitro with Cell stimulation cocktail with (A) or without (B) cytokine transport inhibitors, for 0.5, 1, 2, 3 and 4 hours.

**A)** Intracellular staining of TNF in the indicated subsets and conditions. Dotted line represents the fluorescence-minus-one control

**B)** TNF concentration in the culture supernatants as measured by ELISA. Data are from one representative of two independent experiments.

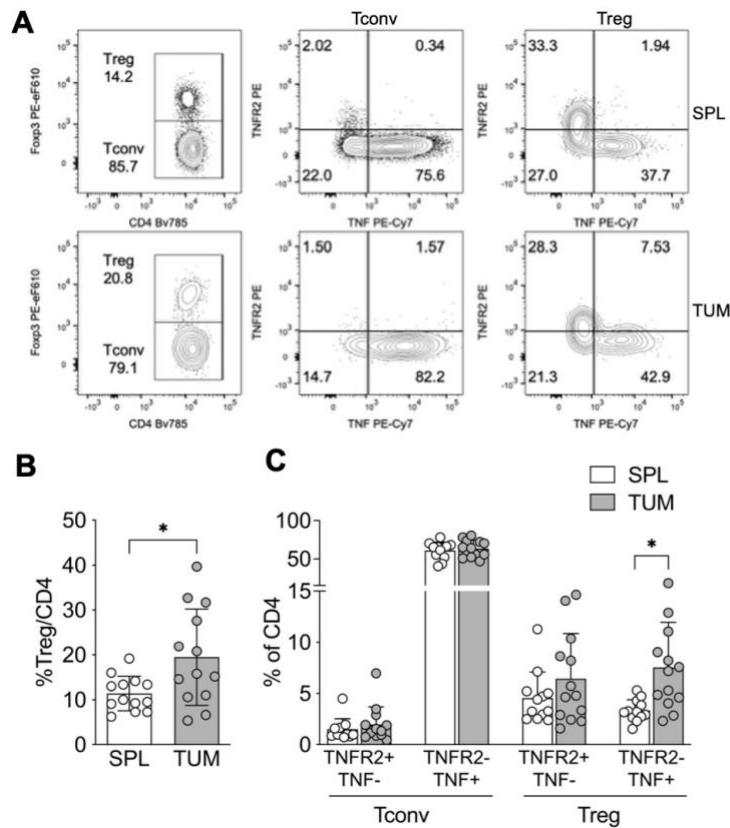

**Suppl. Figure 6.  $TNFR2^{+}TNF^{-}$  and  $TNFR2^{-}TNF^{+}$  Treg can be identified also in the 18.5 tumor model**

**A)** Representative cytograms showing Treg and Tconv frequencies and TNF/TNFR2 expression in spleen (SPL) and tumor (TUM) samples, from mice bearing 18.5 subcutaneous tumors.

**B-C)** Cumulative analysis showing percentages of Tregs among CD4<sup>+</sup> (B), and  $TNFR2^{+}TNF^{-}$  and  $TNFR2^{-}TNF^{+}$  Treg and Tconv among CD4<sup>+</sup> T cells (C), in SPL and TUM samples of 18.5 tumor-bearing mice (n=13). Data are pooled from two independent experiments. Bars represent means and SD. \*  $P < 0.05$ , by multiple Mann-Whitney test with Holm-Sidak correction for multiple comparisons.

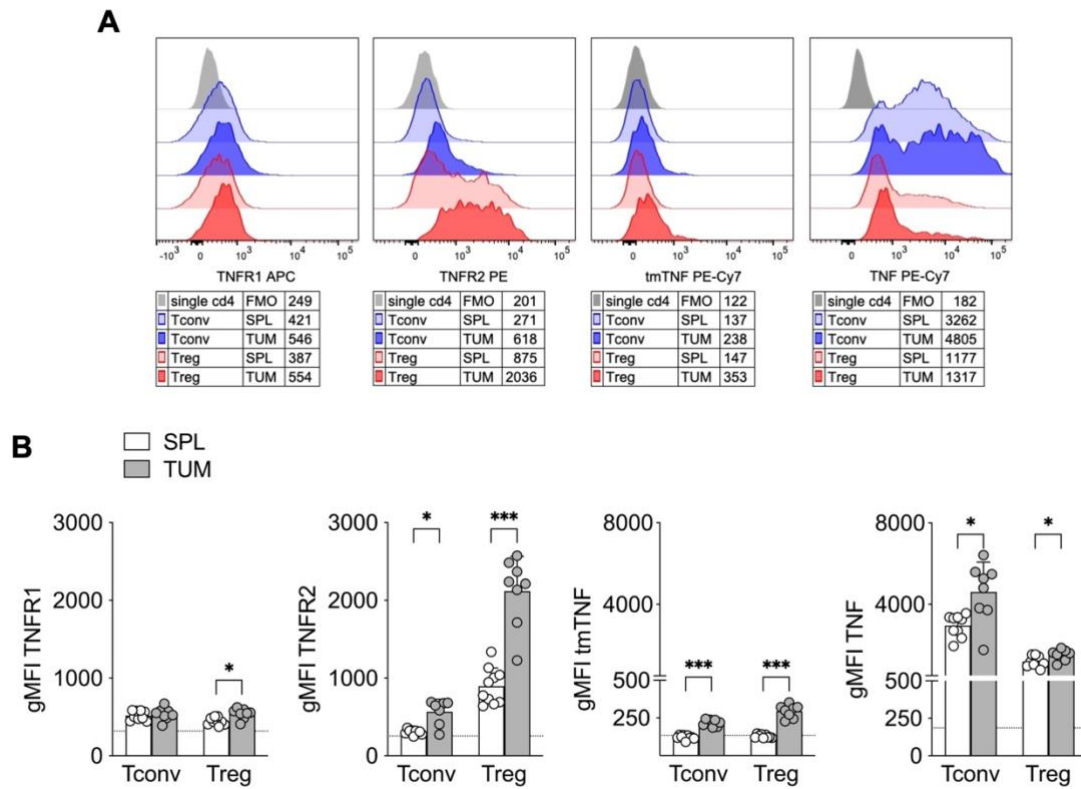

**Suppl. Figure 7. TNFR1 and tmTNF are poorly expressed in Tregs and Tconvs**

Analysis of the surface expression of TNFR1, TNFR2, transmembrane (tm)TNF in fresh cells, and intracellular expression of TNF in restimulated cells, in gated Treg and Tconv from SPL and TUM samples of MC38 tumor-bearing mice (n=9).

**A)** Representative histogram overlays. Numbers indicate the gMFI of each marker.

**B)** Cumulative analysis of the gMFI. The dotted lines represent the fluorescence-minus-one (FMO) control for each marker. Bars represent means and SD. \*  $P<0.05$ , \*\*\* $P<0.001$ , by multiple Mann-Whitney test with Holm-Sidak correction for multiple comparisons.

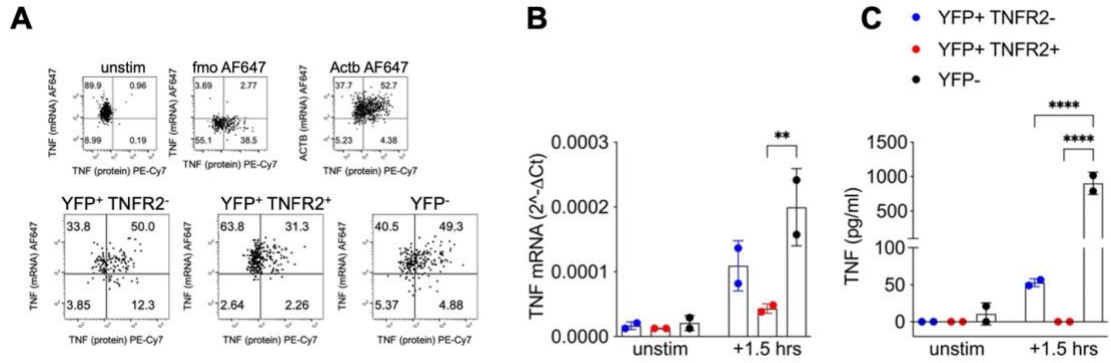

**Suppl. Figure 8. *TNFR2*<sup>+</sup> Tregs express less *TNF* mRNA and release less *TNF* protein**

**A)** Primeflow analysis of combined *TNF* protein and mRNA content in the indicated cell subsets, sorted and then stimulated in vitro for 4 hours. Negative (unstimulated and fmo) and positive (Actb mRNA staining) controls for the staining are shown.

**B-C)** Sorted cell subsets were left unstimulated or were stimulated in vitro for 1.5 hrs with Cell stimulation cocktail without cytokine inhibitors. (D) *TNF* mRNA expression was analyzed by qRT-PCR and calculated as the  $2^{-\Delta Ct}$  against the 18S gene. (E) *TNF* concentration was measured by ELISA in the culture supernatants. Each condition was tested in duplicates. Bars represent means and SD. \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ , by two-way ANOVA with Tukey's multiple comparison test.

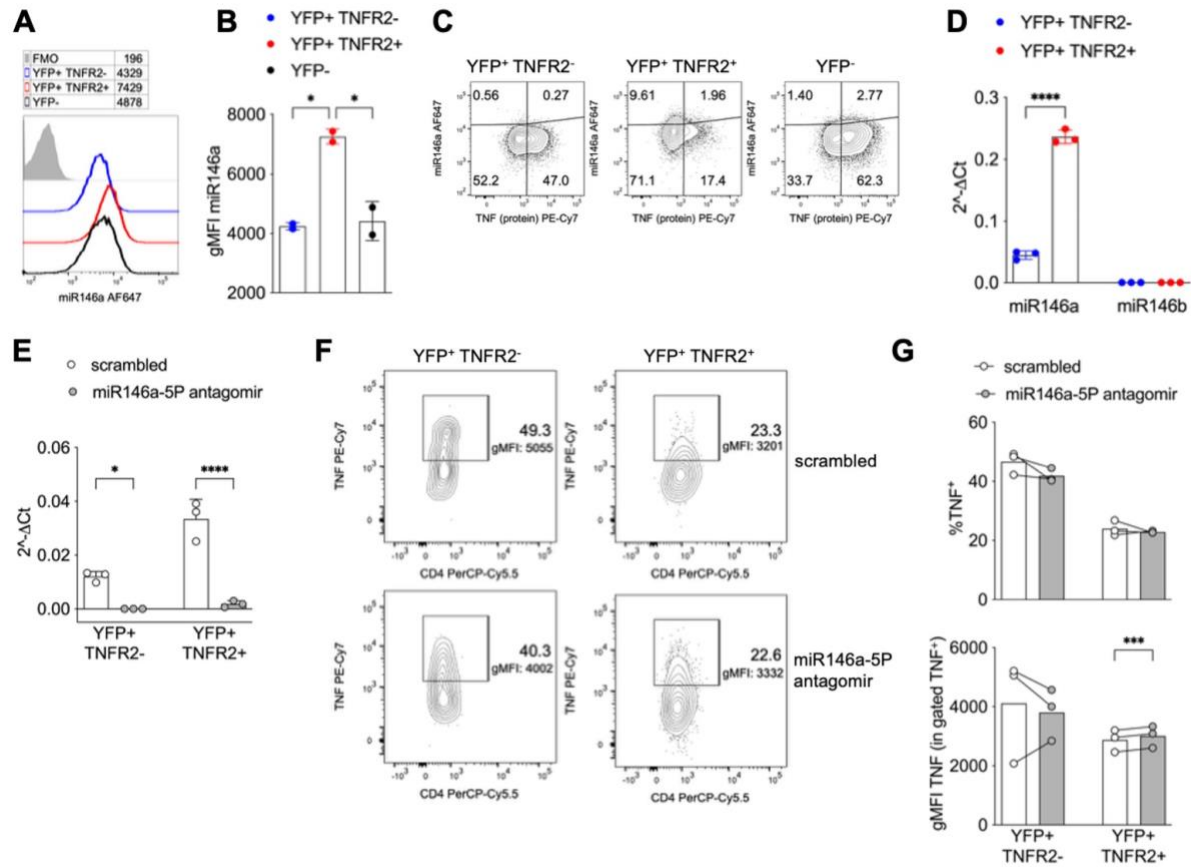

**Suppl. Figure 9. MiR146a contributes to the post-transcriptional regulation of TNF in TNFR2<sup>+</sup> Tregs**

**A-C)** TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Tregs and Tconvs were sorted as YFP<sup>+</sup> and YFP<sup>-</sup> CD4 T cells respectively, from the spleens of *Foxp3*<sup>CreYFP</sup> mice and restimulated in vitro 4 hours before analysis of intracellular TNF and miR146a by Primeflow. Histogram overlays (A) and analysis of the gMFI (B) are shown. C) Contour plots showing TNF versus miR146a expression. Data are from one experiment representative of two. Each condition was tested in duplicates. \*  $P < 0.05$ , by one-way ANOVA with Holm-Sidak correction for multiple comparisons.

**D)** The expression of miR146a and miR146b was analyzed by qRT-PCR and calculated as the  $2^{-\Delta\Delta Ct}$  against the snoRNA202 in sorted TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Tregs. Data are from one representative of three independent experiments. Each condition was tested in triplicates. \*\*\*\*  $P < 0.0001$ , by one-way ANOVA.

**E)** Sorted TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Tregs were treated in vitro with miR146a-5P antagonist or scrambled control and restimulated in vitro 4 hours before analysis. Data are from one representative of three independent experiments. (E) MicroRNA were extracted and miR146a was analyzed by qRT-PCR. \*  $P < 0.05$ , \*\*\*\*  $P < 0.0001$ , by two-way ANOVA with Sidak correction for multiple comparisons.

**F-G)** TNF production was analyzed by intracellular flow cytometry in knocked-down cells. (F) Representative flow cytograms and (G) cumulative analysis showing percentages of TNF<sup>+</sup> cells, and geometric mean fluorescence intensity (gMFI) of TNF in gated TNF<sup>+</sup> cells, in the indicated conditions, from three independent experiments. \*\*\*  $P < 0.001$ , by two-way ANOVA with Geisser-Greenhouse correction and Sidak multiple comparisons test.

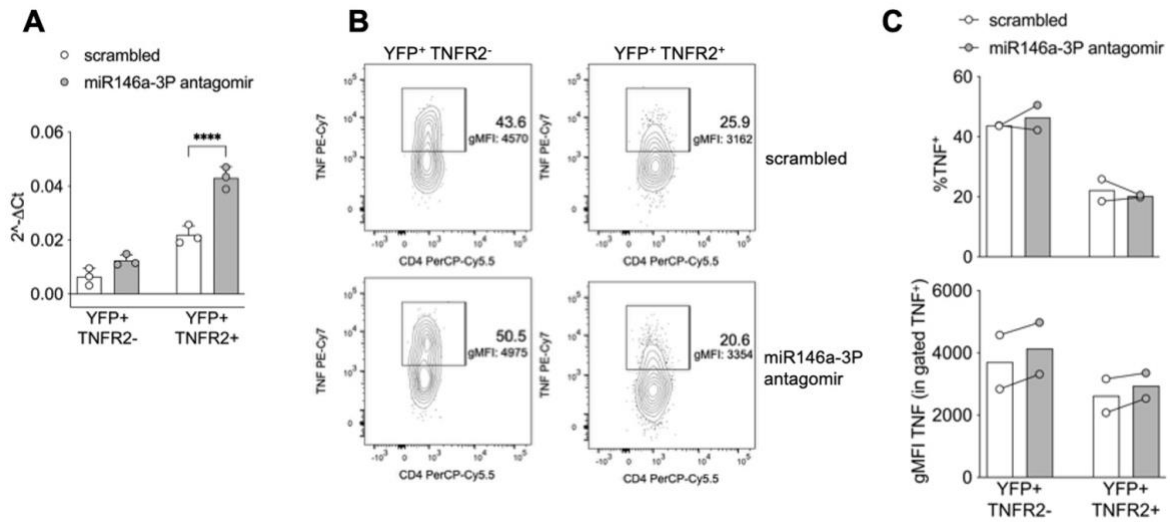

**Suppl. Figure 10. *miR146a-3P* does not regulate expression of *miR146a* or *TNF***

Sorted TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Tregs were treated in vitro with miR146a-3P antagomir or scrambled control and restimulated in vitro 4 hours before analysis. Data are from one representative of two independent experiments.

**A)** MicroRNA were extracted and miR146a was analyzed by qRT-PCR. \*\*\*\*  $P < 0.0001$ , by two-way ANOVA with Sidak correction for multiple comparisons.

**(B-C)** TNF production was analyzed by intracellular flow cytometry. **(B)** Representative flow cytograms and **(C)** cumulative analysis showing percentages of TNF<sup>+</sup> cells, and geometric mean fluorescence intensity (gMFI) of TNF in gated TNF<sup>+</sup> cells, in the indicated conditions, from two independent experiments.

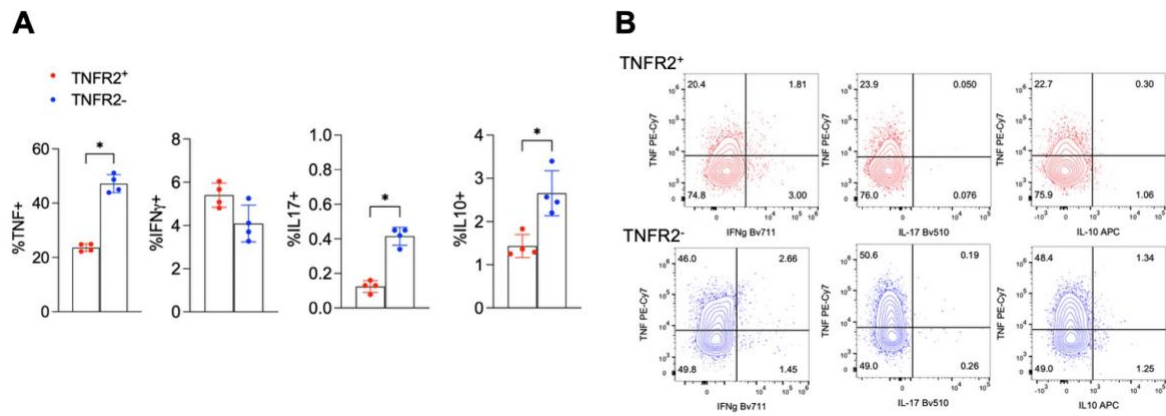

**Suppl. Figure 11. TNFR2<sup>+</sup> Tregs produce less IL-17 and IL-10 than TNFR2<sup>-</sup>**

**A-B)** TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Tregs were sorted from spleens of *Foxp3*<sup>CreGFP</sup> mice, restimulated 4 hours with PMA/ionomycin, then intracellular staining was performed. Cumulative data (A) and representative plots of cytokine expression versus TNF (B), in gated GFP<sup>+</sup> cells, are shown. Data are from one experiment representative of two, each performed with 2-4 mice. \* *P*<0.05, by Mann-Whitney test.

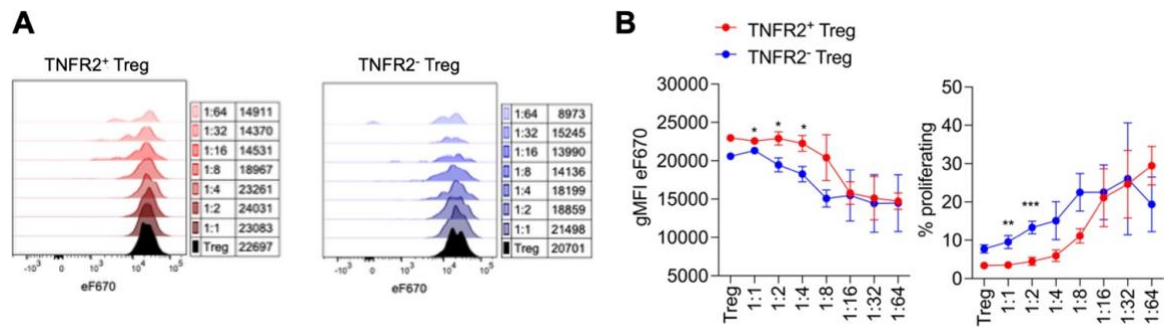

**Suppl. Figure 12. TNFR2<sup>+</sup> Tregs do not proliferate more than TNFR2<sup>-</sup>**

Sorted TNFR2<sup>+</sup> and TNFR2<sup>-</sup> Tregs were labeled with the eFluor670 proliferation dye and cultured in vitro either alone or at scaled ratios with CTV-labelled Tconv.

**A)** Histogram overlays showing eF670 dilution and respective gMFI in TNFR2<sup>+</sup> (red) and TNFR2<sup>-</sup> (blue) Tregs in the indicated conditions.

**B)** Analysis of the gMFI of eF670 and of the percentage of proliferating cells in gated Treg in the indicated conditions.

Data are from one representative of two independent experiments. Each condition was tested in 2-6 replicates. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by unpaired t test with Holm-Sidak correction for multiple comparisons.

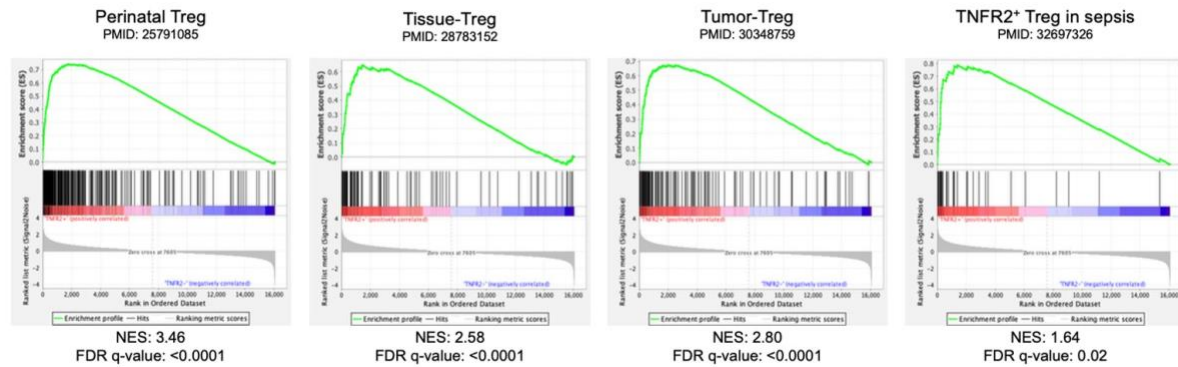

**Suppl. Figure 13. *TNFR2<sup>+</sup>* Treg show signatures of Treg with superior suppressive function**  
Gene set enrichment analysis of the transcriptome of *TNFR2<sup>+</sup>* versus *TNFR2<sup>-</sup>* Treg. Gene sets were obtained from published signatures of perinatally expanded Tregs [1], tissue-Tregs [2], tumor-Tregs [3], or sepsis-associated *TNFR2<sup>+</sup>* Treg [4]. Normalized enrichment scores (NES) and FDR q values are shown under each plot.

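Gene set enrichment analysis orders all genes by how far the groups differ and asks whether the members of a set gather toward one end of that order. The normalized enrichment score is positive where they gather among the genes higher in TNFR2+ Tregs and negative where they gather among the genes higher in TNFR2- Tregs, and it is scaled so that sets of different size can be compared. The false discovery rate then accounts for the number of sets. A set can reach a high score through many small differences, none of which passes a threshold by itself.
The published profiles behind these plots were not used here. A preranked enrichment with the signal-to-noise measure of Figure 7C as the order, run with fgsea on the hand-written lists, gave a normalized enrichment score of 3.01 for the effector, tissue and tumor Treg list (adjusted p = 6.93e-19). The score was 2.06 for the Treg identity list (adjusted p = 8.03e-05) and −2.81 for the resting Treg list (adjusted p = 1.11e-11). These p values come from random sets of genes and not from relabelled libraries, and genes are not independent replicates.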

- 1 **Yang, S., Fujikado, N., Kolodin, D., Benoist, C. and Mathis, D.,** Immune tolerance. Regulatory T cells generated early in life play a distinct role in maintaining self-tolerance. *Science* 2015. **348**: 589-594.
- 2 **Delacher, M., Imbusch, C. D., Weichenhan, D., Breiling, A., Hotz-Wagenblatt, A., Trager, U., Hofer, A. C., Kagebein, D., Wang, Q., Frauhammer, F., Mallm, J. P., Bauer, K., Herrmann, C., Lang, P. A., Brors, B., Plass, C. and Feuerer, M.,** Genome-wide DNA-methylation landscape defines specialization of regulatory T cells in tissues. *Nat Immunol* 2017. **18**: 1160-1172.
- 3 **Magnuson, A. M., Kiner, E., Ergun, A., Park, J. S., Asinovski, N., Ortiz-Lopez, A., Kilcoyne, A., Paoluzzi-Tomada, E., Weissleder, R., Mathis, D. and Benoist, C.,** Identification and validation of a tumor-infiltrating Treg transcriptional signature conserved across species and tumor types. *Proc Natl Acad Sci U S A* 2018. **115**: E10672-E10681.
- 4 **Gaborit, B. J., Roquilly, A., Louvet, C., Sadek, A., Tessoulin, B., Broquet, A., Jacqueline, C., Vourc'h, M., Chaumette, T., Chauveau, M., Asquier, A., Bourdiol, A., Le Mabecque, V., Davieau, M., Caillon, J., Boutoille, D., Culpier, F., Lemoine, S., Ronin, E., Poschmann, J., Salomon, B. L. and Asehnoune, K.,** Regulatory T Cells Expressing Tumor Necrosis Factor Receptor Type 2 Play a Major Role in CD4<sup>+</sup> T-Cell Impairment During Sepsis. *J Infect Dis* 2020. **222**: 1222-1234.

How the deposited data were processed for this re-analysis (not part of the article)

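The data are RNA sequencing libraries of TNFR2+ and TNFR2- Tregs sorted from spleens of *Foxp3* CreYFP mice, with 4 libraries of each population. All 8 libraries entered every comparison, and no other samples were used.

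The authors sequenced stranded total RNA libraries, trimmed the reads, estimated transcript abundance with salmon on the Ensembl GRCm38 transcriptome, and normalized gene counts with DESeq2. The deposited values are the resulting normalized signal per gene, for 20172 Ensembl identifiers and not on a log scale. The step that turned transcripts into genes and any filter on genes are not described in the paper's text. In 2806 genes with a single annotated transcript longer than 1500 bases, low values (up to 12) of a library lay on whole multiples of a single step, within 0.1, in 68.8% to 96.2% of cases, against 20% by chance. In genes with several transcripts they did not. The step gave an estimated depth per library but not the reads of every gene, so a model of read counts was not fitted and limma was used on the log2 scale. Estimated depths were 9615000, 12130000, 10420000 and 10430000 reads for TNFR2+ Treg replicates 1 to 4, and 10600000, 10990000, 9084000 and 10740000 reads for TNFR2- Treg replicates 1 to 4.

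Symbols, types, coordinates and transcript sequences came from the GENCODE annotation of GRCm38, and 20008 of the 20172 identifiers matched. Values were taken as log2(normalized count + 1), and genes with a mean of at least 10 over the 8 libraries were tested, 13990 in all and 11532 of them protein-coding. The lowest mean among the genes called was 11.9, and fold changes of genes with values near 0 depend on the pseudocount. The test was limma 3.58.1 in R 4.3.3 (a linear model per gene with an intensity trend in the moderated variances), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. A single gene or score was also tested with an exact two-sided permutation test over all 70 relabellings of 4 libraries against 4, whose smallest p is 0.0286.

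Gene lists were tested with camera at a preset correlation of 0.01, with adjustment over 16 lists. The lists were S phase, G2/M phase, glycolysis, oxidative phosphorylation, Myc‐responsive, mTORC1‐responsive, IL‐2/STAT5‐responsive, anti-apoptotic, pro-apoptotic, antioxidant, stress-induced, effector, tissue and tumor Treg, resting Treg, Treg identity, TNF receptor superfamily and TNF superfamily ligands. They were written by hand, apart from the S phase and G2/M phase lists, which are the ones shipped with the Seurat software. Lists overlap, and *Gapdh* and *Pgk1*, for example, are in both the glycolysis and the mTORC1‐responsive list. A score is the mean log2 value of the tested genes of a list in a library. Camera with an estimated correlation, fry, and preranked enrichment with fgsea 1.28.0 were run beside it.

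The genes named are those the paper names or whose protein or RNA it measures, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 and no overlap between the groups (542 higher and 439 lower genes met these conditions), and members of the lists. This rule, the lists, the test and the alternatives were set before the data were examined, except for 3 alternatives and some tests that are marked as chosen later. The satellite repeat genes, *Hnrnpa1*, *Gm26917* and *Gm42418* were singled out after their values were seen.

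Marker genes of other cells were checked as mean log2 values per library, for the markers in the table. B cell markers (13 of 15 genes) lay between 4.68 and 4.80 in TNFR2+ Tregs and between 3.19 and 4.59 in TNFR2- Tregs. Myeloid markers (8 of 20) lay between 3.04 and 3.71 and between 3.40 and 4.58. Erythroid markers (2 of 9) lay between 2.09 and 4.71 and between 0.70 and 4.31. Cytotoxic lymphocyte markers (7 of 12) lay between 4.23 and 4.67 and between 3.68 and 4.62. The only platelet marker in the table (1 of 6) lay between 3.73 and 7.80 and between 5.01 and 7.48. Sex genes (4 of 6 in the table) are given among the other observations.

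Mitochondrial genes took 9.15% to 12.1% of the sum of a library, and *Gm26917* with *Gm42418* took 6.01% to 8.20% in TNFR2+ Tregs and 6.28% to 11.4% in TNFR2- Tregs. The spread between libraries of a group was 14.6 to 53.6 times the counting noise. This covers counting error only and does not tell separate mice from repeat preparations of one RNA.

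Near-identical copies of a named gene were searched for with blastn 2.17.0 among annotated transcripts, at 95% identity or more over at least 50% of the transcript. Satellite repeat genes were matched by at least 200 aligned bases at 80% identity or more. Other steps ran in python 3.11.15, and plots were drawn with matplotlib 3.10.9.

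The procedure was tested on simulated data made from the means and spreads of genes in these libraries, with 13953 genes tested. The library factors were evenly spaced values and not the estimated depths. Changes of set sizes were put into a small part of the genes, and genes varied independently of each other. The shares below hold for these settings. It called 41.2% of the changed genes, and 69.0% of those with a mean of at least 100. Of the genes called, 3.53% had not been changed, and 100% of the changed genes called had the right sign. The step of each library was recovered within 0.0438%. A simulated trend with GC content had a slope of 3.98 before its removal and 0.0417 after it.

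The alternatives were pseudocounts of 0.5 and 5, no filter on low values, a minimum mean of 50, values rescaled to the same sum (the mean of the sums), quantile normalization, variances moderated without the trend, the replicate number as a block, each library left out, the other list tests, Reactome sets in place of 7 lists, and lists without S phase and G2/M phase genes. Chosen after seeing the data were removal of each library's trend with GC content and transcript length, protein-coding genes only, and preranked enrichment on log2 values. The published gene sets that the paper used, and its flow cytometry and culture experiments, were not analysed here. Some members of the lists are not reported singly.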

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

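In each group of 4 libraries, the highest or lowest library was compared with the nearest of the other 3. Over 67 genes, 16 list scores and 14 measures of the libraries, 193 groups were checked. In 11 of them that gap, divided by the whole range of the group, was over Dixon's critical value, against 9.65 by chance. TNFR2- Treg replicate 3 held 4 of the 11, TNFR2- Treg replicate 4 held 3, TNFR2+ Treg replicate 3 held 2, and TNFR2+ Treg replicate 1 and TNFR2- Treg replicate 2 held 1 each. The tests of mixing and of read number described here were chosen after the results were seen.

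In TNFR2- Treg replicate 3, the score of the TNF receptor superfamily was 8.28 against 7.95 to 7.98 in the other TNFR2- libraries. *Il1rl1* was at 386.9 normalized counts against 161.9 to 168.3, and *Fos* was at 9078 against 6847 to 7045. The number of genes at 0 was 2298 against 3687 to 3753. This library also lay nearest to TNFR2+ Tregs on the first principal component, at −26.71. TNFR2+ Tregs mixed into it would move its genes by the same share of the way toward the TNFR2+ mean. The 653 genes higher in TNFR2+ Tregs lay 23.1% of the way there and the 513 lower genes 44.1%, but the G2/M phase genes lay only 7.35% of the way, and *Tnfrsf1b*, at 1177, was the lowest of all libraries (−17.0% of the way). These values argue against mixing as the whole cause. More reads would also lower the number of genes at 0, but this library had the lowest estimated depth, 9084000 reads. DNA carried over would be spread over genes regardless of their class and strand. Among genes with transcripts of 2000 to 5000 bases and no value in the other libraries, 1.864% of those outside protein-coding genes and 1.815% of those on the other strand of one were found in this library, against 4.278% of protein-coding genes. DNA alone therefore does not account for the genes found, although the share outside protein-coding genes was above that of the other libraries (0.0825% to 0.738%). Its B cell marker score was 4.59 against 3.19 to 3.46 in the other TNFR2- libraries, *Pax5* was at 41.5 normalized counts against 1.04 to 5.04, and the sum of *Igkc*, *Cd79a*, *Cd79b* and *Ms4a1* was 330.3 against 105.8 to 143.8. That sum was between 116 and 268 in TNFR2+ Tregs. Within it, *Igkc* (198.8 against 16.2 to 121.9) and *Ms4a1* (99.4 against 19.6 to 65.9) were above the other TNFR2- libraries. *Cd79a* (4.55 against 0 to 6.10) and *Cd79b* (27.5 against 2.25 to 35.1) lay within them, so the B cell genes did not all rise together. RNA from B cells or other cells, and a difference between the mice, stay open, and no test was made that decides between them.

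In TNFR2- Treg replicate 4, *Tnf* was at 184.4 normalized counts against 379.9 to 385.8 in the other TNFR2- libraries, and *Txnip* was at 5287 against 3636 to 3769. The score of the cytotoxic lymphocyte markers was 4.62 against 3.68 to 3.81, within the range of TNFR2+ Tregs (4.23 to 4.67). In TNFR2+ Treg replicate 3, *Mcm10* was at 86.24 against 177.4 to 191.3, and *Bcl2l11* was at 377.2 against 259.9 to 269.9. *Gpr146* was at 4.946 in TNFR2+ Treg replicate 1, against 38.57 to 46.03, and *Izumo1r* was at 1034 in TNFR2- Treg replicate 2, against 1323 to 1349. The number of such gaps is near the number that chance gives, and neither a technical nor a biological explanation was tested for them.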

How the results depend on the processing

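The log2 fold changes of *Tnfrsf4*, *Tnfrsf8*, *Tnfrsf9* and *Birc5* and the medians of the lists S phase, G2/M phase, IL‐2/STAT5‐responsive, resting Treg, Treg identity and TNF superfamily ligands kept their direction and an adjusted p under 0.05 under each alternative run, including each library left out. Moderation without the intensity trend was applied to single genes only and not to the list tests, so it is no test of the lists. The widest range among these lists was that of G2/M phase, 0.34 (a Reactome set for prometaphase) to 1.58. Of 62 other genes examined singly, 19 changed in some setting. Of these, 7 were weaker without some library, 16 were weaker in another setting, 1 (*Il2ra*) was stronger with the trend of GC content removed and 2 reversed. Except where a cause is given, the cause of a change was not tested.

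Without a filter on low values, the score difference of the TNF receptor superfamily was 0.27 (exact permutation p = 0.171). With a minimum mean of 50, the median was −0.14 for the pro-apoptotic list and 0.03 for the TNF receptor superfamily, both reversed in sign with fewer genes tested. Rescaling to the same sum moved the median of all genes from −0.01 to 0.12, so it raised each list by about as much. The lower genes then fell in number from 474 to 309, and 74.5% of the genes called were higher, against 57.2%. The score differences of glycolysis (0.41), Myc‐responsive (0.33) and pro-apoptotic genes (0.22) then passed the threshold, and that of stress-induced genes (−0.09) did not. With quantile normalization the score differences of oxidative phosphorylation (0.31) and stress-induced genes (−0.13) did not pass.

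Without the intensity trend, 465 genes passed against 1107 (425 in both), 283 higher against 633 and 182 lower against 474, and 241 were higher by over 2-fold against 423. *Tnfrsf1b* kept its log2 fold change of 0.90 at an adjusted p of 0.0574. With an estimated correlation, glycolysis (0.16), oxidative phosphorylation (0.36), Myc‐responsive (0.14), mTORC1‐responsive (0.25) and effector, tissue and tumor Treg genes (1.15) did not pass. Under fry the Myc‐responsive list (0.14) did not pass, while the anti-apoptotic list (median 0.01) and the TNF receptor superfamily did. Preranked enrichment also called the TNF receptor superfamily, toward higher expression in TNFR2+ Tregs (normalized enrichment score 1.6), although the median of its genes was −0.13. The Reactome set in place of the stress-induced list had a median of 0.08, reversed in sign.

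Alternatives chosen after seeing the data gave further changes. In preranked enrichment on log2 values, glycolysis (0.16), Myc‐responsive (0.14), antioxidant (0.38) and stress-induced genes (−0.41) did not pass, and the anti-apoptotic list (0.01) did. With trends of GC content and length removed, 1099 genes passed, and the medians of oxidative phosphorylation (0.27), antioxidant (0.31) and stress-induced genes (−0.46) stayed past the threshold, so these trends are not the whole cause of those results. Glycolysis (0.14) and the Myc‐responsive list (0.06) then did not pass. The medians of the anti-apoptotic (−0.09) and pro-apoptotic lists (−0.03) reversed, and the score differences of oxidative phosphorylation (0.30) and the TNF receptor superfamily (0.23) did not pass. With protein-coding genes only, glycolysis (0.16) and the Myc‐responsive list (0.14) did not pass.

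Across the 8 fits that each left out a library, the number of genes past the threshold ranged from 636 to 1324, with 339 to 777 higher, 279 to 547 lower and 257 to 559 higher by over 2-fold. It was 636 without TNFR2+ Treg replicate 2, 693 without TNFR2+ Treg replicate 3 and 711 without TNFR2- Treg replicate 2, with fewer samples in each. The higher genes numbered 417 without TNFR2+ Treg replicate 1, 339 without replicate 2 and 379 without replicate 3. The lower genes numbered 297 and 314 without TNFR2+ Treg replicates 2 and 3 and 279 without TNFR2- Treg replicate 2. Without TNFR2+ Treg replicate 2, 257 genes were higher by over 2-fold. Medians ranged from 0.09 to 0.27 for glycolysis, 0.04 to 0.22 for the Myc‐responsive list, −0.03 to 0.04 for the anti-apoptotic list and −0.02 to 0.11 for the pro-apoptotic list. Glycolysis did not pass without TNFR2+ Treg replicate 2 (0.15) or TNFR2- Treg replicates 1 (0.19) or 3 (0.09), nor did the Myc‐responsive list without TNFR2+ Treg replicates 2 (0.09) or 4 (0.09) or TNFR2- Treg replicates 1 (0.14) or 3 (0.04). The anti-apoptotic median was −0.03 without TNFR2+ Treg replicate 2 and −0.01 without TNFR2- Treg replicate 2, and the pro-apoptotic median was −0.02 without TNFR2+ Treg replicate 2. Still past the threshold, the median of the mTORC1‐responsive list was 0.12 without TNFR2- Treg replicate 1, that of glycolysis 0.27 without TNFR2+ Treg replicate 1, and that of the Myc‐responsive list 0.22 without TNFR2- Treg replicate 4. The median of the TNF receptor superfamily ranged from −0.24 (without TNFR2- Treg replicate 1) to 0.00 (without TNFR2+ Treg replicate 1) and passed the threshold in none of these 8 fits (lowest adjusted p = 0.0690). The score difference of glycolysis was 0.18 without TNFR2- Treg replicate 3, and the pro-apoptotic median was 0.11 without TNFR2- Treg replicate 4. Score differences ranged from 0.30 to 0.45 for oxidative phosphorylation, −0.32 to −0.20 for stress-induced genes, 1.19 to 1.58 for the effector list, 0.27 to 0.39 for the TNF receptor superfamily and 0.34 to 0.44 for the anti-apoptotic list. In some of these fits the exact p was 0.0571, with 1 library fewer. *Adam17* ranged from −0.10 to 0.18, below 0 without TNFR2+ Treg replicate 1 or TNFR2- Treg replicates 1 or 3, and *Tfrc* from −0.45 to 0.04, above 0 without TNFR2- Treg replicate 1.

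No shared deviation was seen between libraries of the same replicate number. The correlations of deviations from the group means between libraries of the same number were 0.00, −0.01, −0.04 and −0.01. The paper does not state whether libraries of the same number came from the same mice, and these correlations cannot settle it. With the replicate number as a block, 1183 genes passed, 675 higher and 508 lower, 1008 of them among the 1107, and no call on a named gene or list changed.

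The libraries were also divided in each of the 35 ways into groups of 4 and 4. Only 1 division, the actual one, gave as many genes past the threshold, with or without the 2-fold condition, and the largest number in any other division was 5 genes. The actual division was also the only 1 of the 35 with so large a median for each list, except for glycolysis (5 of the 35), Myc‐responsive (7), anti-apoptotic (28), pro-apoptotic (12) and TNF receptor superfamily genes (4). For these 5 lists, other divisions of the same libraries gave medians as large.

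The planned tests on recovered read counts were not run, since whole reads were not recovered for all genes. With this number of libraries, and in the settings of the simulation, changes in genes with a mean under 100 were often missed. A gene that did not pass is therefore not shown to be unchanged.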

Differences from the paper's values

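The log2 fold changes of the 4 genes named in Figure 7A lay within the error of the values read from it. Their p values did not. In the paper, −log2 of the adjusted p is about 19 in Fig. 7A, read by eye, for *Tnfrsf4*, against 8.63 here. For *Tnfrsf8* it is about 26 in Fig. 7A in the paper, read by eye, against 9.80. The paper's value for *Tnfrsf9* is about 45 in Fig. 7A, read by eye, against 11.1, and that for *Birc5* is about 36 in Fig. 7A, read by eye, against 10.9. None of the alternatives set before the data were examined that were run closed the gap for any of the 4 genes. Those nearest to the paper's values were the fit without TNFR2- Treg replicate 3 for *Tnfrsf4* (11.0) and *Tnfrsf8* (11.6), and the fit without a filter on low values for *Tnfrsf9* (14.4) and *Birc5* (12.7). The paper's test, a Wald test in DESeq2 on counts, was among the alternatives but was not run here, since whole reads were not recovered for all genes.

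The paper states in Figure 7B that a Myc target set and a glycolysis set are enriched in TNFR2+ Tregs. The hand-written lists, which are not those sets, had medians of 0.14 and 0.16 that passed the threshold under camera with a preset correlation (adjusted p of 0.0349 and 0.0235) and did not pass with an estimated correlation (adjusted p of 0.456 and 0.205). Both passed in preranked enrichment on the signal-to-noise measure, with normalized enrichment scores of 1.57 and 1.64 (adjusted p = 0.0153 for each). Under fry the glycolysis list passed (adjusted p = 0.0287) and the Myc‐responsive list did not (adjusted p = 0.112). In preranked enrichment on log2 values, chosen after seeing the data, neither passed (adjusted p = 0.263 for each).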

Other observations

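The tests on B cells, on the copies of *Gm3373* and *Gm3752* and on DNA as the source of satellite repeats were chosen after those results were seen.

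Histone cluster genes were higher in TNFR2+ Tregs. Their normalized counts summed to 28896 ± 4225 (SD, n = 4) against 12130 ± 976 in TNFR2- Tregs over 62 genes (exact permutation p = 0.0286, the smallest this design allows). Of the 60 genes tested, 39 were higher and 0 lower past the threshold (0 lower also at an unadjusted p under 0.05), with a median log2 fold change of 1.59. Reads exchanged between near-identical histone genes would leave the sum unchanged, but its ratio was 2.382, which argues against this as the cause. A higher share of dividing TNFR2+ Tregs stays open as a biological explanation. It was not tested apart from the S phase and G2/M phase lists.

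*Gm3373* and *Gm3752* belong to a family of near-identical genes, 49 of which are in the table. Summed over the family, normalized counts were 5356 ± 1491 in TNFR2+ Tregs and 1187 ± 249 in TNFR2- Tregs (exact permutation p = 0.0286). The ratio of 4.512 argues against an exchange of reads within the family as the cause. Which member was expressed is not known from these values, and no biological explanation was tested.

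*Gm10052* was listed at 0 in the 4 TNFR2+ libraries, and its transcript is identical to part of the much higher *Hnrnpa1*. The sum over *Gm10052* and its near-identical copies had a ratio of 1.158 (4695 ± 362 in TNFR2+ Tregs and 4054 ± 496 in TNFR2- Tregs, exact permutation p = 0.0857), while *Hnrnpa1* alone had 4602 ± 390 and 3617 ± 482. This is consistent with reads assigned to different copies in the TNFR2+ and TNFR2- libraries, and it leaves the large change of *Gm10052* uncertain.

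*Ighm* (4608 ± 883 against 1911 ± 391, log2 fold change 1.27) and *Cd74* (887 ± 94.6 against 280.4 ± 98.5) were higher in TNFR2+ Tregs, and B cells would bring both. B cells would also raise *Igkc*, *Cd79a*, *Cd79b* and *Ms4a1* by a ratio near that of *Ighm* (2.41) or *Cd74* (3.16). The sum of these 4 genes had a ratio of 1.107 (193 ± 77.3 against 174 ± 105, exact permutation p = 0.80). TNFR2- Treg replicate 3 raised the TNFR2- mean, at 330.3 against 105.8 to 143.8 in the other TNFR2- libraries. *Ighd* went with B cells (57.3 against 26.4) and *Cd79a* went against them (1.19 against 3.17). The sum therefore does not decide whether B cells were a source. *H2-Aa* was at a mean of 12.0 in TNFR2+ Tregs and listed at 0 in TNFR2- Tregs. B cells, other antigen-presenting cells and expression by Tregs themselves stay open.

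Genes outside the protein-coding class were lower in TNFR2+ Tregs, with a median log2 fold change of −0.27 over 2378 genes against 0.03 for protein-coding genes. The exact permutation p was 0.0857 for the mean log2 value of the class per library. Of these genes, 40 were lower and 10 higher past the threshold. The median was −0.28 among those with a mean of at least 50, −0.30 among those outside protein-coding genes, and −0.26 among those inside a protein-coding gene on the other strand. Low values, unspliced transcripts and DNA carried over into TNFR2- libraries cannot be told apart here. The mean log2 values per library of the class and of its parts gave an exact permutation p of 0.0857 or 0.114. The exception was the part on the other strand with a mean of at least 50 (197 genes, median −0.29). Its mean log2 value per library gave an exact permutation p of 0.0286, the smallest this design allows.

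A group of 13 genes that match *Gm26870*, a satellite repeat with a unit of 234 bases, was singled out after its values were seen. Their sum was 29372, 551, 456 and 38991 normalized counts in TNFR2+ Treg replicates 1 to 4 and 463, 33841, 106803 and 5644 in TNFR2- Treg replicates 1 to 4, a range of 234-fold that does not follow the populations. In TNFR2- Treg replicate 3 it made up 1.02% of the library. The number of genes found in a single library alone was 97, 30, 31 and 185 in TNFR2+ Tregs and 34, 40, 482 and 34 in TNFR2- Tregs. DNA carried over would raise both measures, but among the 4 libraries with the largest sums (29372 and above) this number was as low as 40, in TNFR2- Treg replicate 2. DNA and transcribed repeats cannot be told apart from these values. The libraries fall into separate clusters, so a correlation computed over them was withdrawn.

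*Xist*, expressed from the inactive X chromosome, was at 16369 to 18154 normalized counts in TNFR2+ Tregs and 10228 to 13795 in TNFR2- Tregs. The Y-linked genes *Kdm5d* and *Uty* were at 131 to 195 and 72.2 to 172 in TNFR2+ Tregs and at 122 to 257 and 85.8 to 212 in TNFR2- Tregs, and *Tsix* was at a mean of 32.6 and 29.0. The record deposited with the data describes the mice as female, while the paper's methods state that both male and female mice were used. Which applies to these libraries is not settled, and no explanation was tested for these values.

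For proteins that the paper measured in other samples, the transcripts in these libraries had log2 fold changes of 2.79 for *Il10* (adjusted p = 0.0121), 0.76 for *Ifng* (0.207), −0.43 for *Tnf* (0.419), and −0.17 for *Tfrc* (0.780). With each library left out in turn, *Tnf* lay between −0.69 and −0.24 and passed the threshold in none of these fits (lowest adjusted p = 0.135). *Adam17*, whose product the paper names without measuring it, was at 0.03 (adjusted p = 0.953). The paper reports less IL‐10 protein produced by TNFR2+ Tregs in other samples, after restimulation in culture (Figure S11). By qPCR after stimulation, it also reports less TNF mRNA in TNFR2+ Tregs. No restimulation is described for the cells sequenced here. The measure or the state of the cells therefore differs, and these values cannot be set directly against those of the paper. *Il10* did not pass without the intensity trend (adjusted p = 0.0608, in a range of 0.00721 to 0.0608 over the alternatives that kept all libraries).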
